# Adaptive responses of yeast strains tolerant to acidic pH, acetate, and supraoptimal temperature

**DOI:** 10.1007/s00253-023-12556-7

**Published:** 2023-05-13

**Authors:** Prisciluis Caheri Salas-Navarrete, Paul Rosas-Santiago, Ramón Suárez-Rodríguez, Alfredo Martínez, Luis Caspeta

**Keywords:** *Saccharomyces cerevisiae*, Adaptive laboratory evolution, Thermo-acidic tolerance, Adaptive cellular responses, Genome-scale analysis

## Abstract

**Abstract:**

Ethanol fermentations can be prematurely halted as *Saccharomyces cerevisiae* faces adverse conditions, such as acidic pH, presence of acetic acid, and supraoptimal temperatures. The knowledge on yeast responses to these conditions is essential to endowing a tolerant phenotype to another strain by targeted genetic manipulation. In this study, physiological and whole-genome analyses were conducted to obtain insights on molecular responses which potentially render yeast tolerant towards thermoacidic conditions. To this end, we used thermotolerant TTY23, acid tolerant AT22, and thermo-acid tolerant TAT12 strains previously generated by adaptive laboratory evolution (ALE) experiments. The results showed an increase in thermoacidic profiles in the tolerant strains. The whole-genome sequence revealed the importance of genes related to: H^+^, iron, and glycerol transport (i.e., *PMA1*, *FRE1/2*, *JEN1*, *VMA2*, *VCX1*, *KHA1*, *AQY3*, and *ATO2*); transcriptional regulation of stress responses to drugs, reactive oxygen species and heat-shock (i.e., *HSF1*, *SKN7*, *BAS1*, *HFI1*, and *WAR1*); and adjustments of fermentative growth and stress responses by glucose signaling pathways (i.e., *ACS1*, *GPA1/2*, *RAS2*, *IRA2*, and *REG1*). At 30 °C and pH 5.5, more than a thousand differentially expressed genes (DEGs) were identified in each strain. The integration of results revealed that evolved strains adjust their intracellular pH by H^+^ and acetic acid transport, modify their metabolism and stress responses via glucose signaling pathways, control of cellular ATP pools by regulating translation and de novo synthesis of nucleotides, and direct the synthesis, folding and rescue of proteins throughout the heat-shock stress response. Moreover, the motifs analysis in mutated transcription factors suggested a significant association of SFP1, YRR1, BAS1, HFI1, HSF1, and SKN7 TFs with DEGs found in thermoacidic tolerant yeast strains.

**Key points:**

• *All the evolved strains overexpressed the plasma membrane H*^*+*^ *-ATPase PMA1 at optimal conditions*

• *Tolerant strain TAT12 mutated genes encoding weak acid and heat response TFs HSF1, SKN7, and WAR1*

• *TFs HSF1 and SKN7 likely controlled the transcription of metabolic genes associated to heat and acid tolerance*

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00253-023-12556-7.

## Introduction

The yeast *Saccharomyces cerevisiae* has been widely used in vinification and industrial production of ethanol. In both processes, the yeast could be simultaneously exposed to supraoptimal temperatures, suboptimal pH, and acetic acid (Della-Bianca and Gombert 2013; Ough and Amerine 1966; Palmqvist and Hahn-Hägerdal 2000). These conditions hinder yeast growth and lifespan, which consequently inhibits or prematurely stops ethanol fermentation (Pampulha and Loureiro-Dias 1989; Pinto et al. 1989; Taherzadeh et al. 1997; Van Uden 1985). Therefore, engineered yeast strains with improved tolerance to thermoacidic conditions are more likely to successfully perform in ethanol fermentations. Yet, the engineering of these strains is challenging, as multiple genetic modifications may be required to obtain tolerant strains. In this context, knowledge on the basic adaptive responses is imperative in directing engineering efforts.

Currently, it is known that supraoptimal temperatures become lethal alongside the presence of acetic acid and suboptimal pH (Pinto et al. 1989). It is important to note that the internal pH of yeast is tightly regulated at 7.2 (Orij et al. 2011); however, a transient acidification can result from a mild increase in temperature as well as with the addition of sublethal pulses of acetic acid in media with low pH (Coote et al. 1991; Pampulha and Loureiro-Dias 1989; Triandafillou et al. 2020). Furthermore, as the concentration of acetic acid increased, a permanent decrease in pH is also observed (Ullah et al. 2012). Moreover, growth was gradually inhibited and eventually halted when the yeast’s cytosolic pH reached values below 5.5 (Fernández-Niño et al. 2015; Giannattasio et al. 2013; Ullah et al. 2012). Additionally, at elevated temperatures, the rate of growth decay caused by acetic acid is also exacerbated (Pinto et al. 1989). For instance, at 30 °C *S. cerevisiae* grew at a pH of 2.5–2.8 (Orij et al. 2009; Van Uden 1985), while at 39 °C, an increase of the pH value to at least 3.3 was necessary to allow its growth (Pinto et al. 1989). Finally, at pH 3.3 alongside concentrations of 1 or 4 g/L of acetic acid, the maximum temperatures that allowed for yeast growth were 36 °C and 26 °C, respectively (Pinto et al. 1989; Taherzadeh et al. 1997).

*S. cerevisiae* counteracts cytosolic acidification by pumping H^+^ out of the cell using the plasma membrane H^+^-ATPase PMA1 (Carmelo et al. 1996; Ferreira et al. 2001; Serrano et al. 1986). The activity of PMA1 increased during an up-shift in temperature or during the addition of acetic acid (Coote et al. 1994; Ullah et al. 2012), while ATP consumption also increased substantially (Lahtvee et al. 2016; Verduyn et al. 1992; Watson 1970). To avoid excessive energy consumption, PMA1 overactivity is constrained by the heat-shock protein (HSP) HSP30, which expression increases during heat shock and the addition of ethanol or a weak acid (Meena et al. 2011; Piper et al. 1994). Furthermore, excessive ATP consumption can also be followed by an increase in glucose and oxygen uptake rates, as well as an enlargement of the mitochondrial volume (Lahtvee et al. 2016; Verduyn et al. 1992). Hence, the accumulation of reactive oxygen species (ROS) also increased alongside the activities of the superoxide dismutase and catalase (Giannattasio et al. 2005). Additionally, efficient ROS scavenging reduced mitochondrial damage and avoided a retrograde response. This was followed by lethal pulses of acetic acid to activate the programmed cell death (Giannattasio et al. 2013).

The internal pH of *S. cerevisiae* is tightly controlled at close to neutral (Orij et al. 2011), because the activity of nearly all glycolytic enzymes decreases at a pH below 6.8 (Kumar et al. 2004; Pampulha and Loureiro-Dias 1990). Interestingly, the transcription of most glycolytic genes, including hexokinase (*HXK2)* and phosphofructokinase (*PFK1*), which regulate glucose signaling pathways, increases at high temperatures, low pH and while experiencing acetic acid stresses (Almeida et al. 2009; Gasch et al. 2000; Mira et al. 2010; Schüller et al. 2004). Both of these genes had a role in glucose-induced repression of several other genes involved in stress responses (Broach 2012; Gancedo 1998). For example, deletion of *HXK2*, *GPR1* (G-protein coupled receptor)/*GPA2* (G-protein alpha subunit), and *RGT2* (restores glucose transport)/*SNF3* (sucrose non fermenting), which are the sensors for glucose signaling pathways, restored intracellular pH in response to glucose limitation (Isom et al. 2018; Orij et al. 2011), and, in turn, the limitation of glucose reduced PMA1 activity. Furthermore, mutations in *SNF1*, *TPK2* (cAMP-dependent protein kinase), and *RAS2* (GTP-binding protein), which are downstream elements of glucose-signaling pathways, increased cytosolic acidification (Isom et al. 2018). Additionally, the downregulation of *RAS2*, *TPK1*, and *TPK3*, which are key elements of the Ras-cAMP-PKA pathway, reduced reactive oxygen species (ROS) accumulation and improved yeast growth at low pH (Lastauskienė and Čitavičius 2008; Leadsham and Gourlay 2010; Salas-Navarrete et al. 2022). Taking these facts into consideration, it was suggested that diminishing glucose repression is an adaptive response of yeasts towards higher acetic acid tolerance (Guaragnella and Bettiga 2021). Remarkably, mutations in *RAS2*, *IRA1* (encoding inhibitory regulator of the RAS-cAMP), *IRA2*, *CYR1* (for cyclic AMP requirement), and *BCY1* (for bypass of cyclic-AMP requirement), were found in strains tolerant to elevated temperature or acidic pH (Lastauskienė and Čitavičius 2008; Parts et al. 2011; Salas-Navarrete et al. 2022).

Glucose and nitrogen sensing pathways regulate vacuolar acidification, which helps cytosolic neutralization and prevents mitochondrial dysfunction (Bishop and Guarente 2007; Broach 2012; Hughes and Gottschling 2012). Vacuolar acidification is conducted by the vacuolar membrane ATPase (V-ATPase) which pumps cytosolic H^+^ into the vacuole lumen, making it an ally of PMA1 towards regulating cytosolic pH. Meanwhile, *S. cerevisiae* mutants in genes for the V-ATPase subunits *VMA1*, *VMA2*, and *VMA3*, as well as the assembler *VPH2* failed to acidify the vacuole and achieved cytosolic pH homeostasis (Martínez-Muñoz and Kane 2008; Preston et al. 1992). Vacuolar acidification is involved in vacuole-mitochondria signaling, protein metabolism and amino acids turnover (Hughes and Gottschling 2012). Signaling between mitochondria and vacuole also affected Fe/Cu metabolism and amino acids transport, which were determinant for acetic acid tolerance (Hu et al. 2019; Li and Kaplan 2004). Therefore, genes involved with iron uptake and reduction, like for the ferrous transporter (*FET3*), ferric reductases (*FRE1* and *FRE3*), and facilitators of iron transport (*FIT2* and *FIT3)*, as well as with the efflux of amino acids from vacuole (*ATG22*), and vacuolar protein sorting (*VPS1*, *VPS8*, and *VPS29*), were detected as key elements for acetic acid tolerance (Fletcher et al. 2016; Hu et al. 2019; Mira et al. 2010).

Diffusion of acetic acid into the cytosol may require its interaction with the cellular plasma membrane. Hence, it was suggested that the composition of the plasma membrane is determinant for acetic acid tolerance (Guaragnella and Bettiga 2021). In this regard, some genes involved in the biosynthesis of ergosterol (*ERG3*, *ERG4*, *ERG13*, and *ERG24*), dihydroceramides (*YDC1*), phytoceramides (*YPC1*), and phytosphingosine (*SUR2)* were found to be of importance in the integrity of the cellular membrane and, therefore, towards weak-acid tolerance (Fletcher et al. 2016; Mira et al. 2010). Additionally, since no significant negative effects were observed in the integrity of cell membrane in the presence of acetic acid, as was with the presence of other weak acids (Ullah et al. 2012), it was suggested that the over expression acetate transporters increase the tolerance to high concentrations of acetic acid (Mira et al. 2010; Ullah et al. 2012). In this context, multidrug transports were suggested to play an important role in yeasts tolerant to acetic acid, such as: *AQR1* (encoding acids quinidine resistance), *TPO2* (encoding transporter of polyamines), *TPO3*, *JEN1* (encoding monocarboxylate/proton symporter), and *PDR12* (for pleiotropic drug resistance) (Casal et al. 1999; Mira et al. 2010).

It is known that changes in transcriptional profiles of several genes associated with protein synthesis, such as folding, degradation, and transport, are also involved in yeasts’ response towards elevated temperature and high acetic acid concentrations (Caspeta et al. 2016; Gasch et al. 2000; Lee et al. 2015; Mira et al. 2010). For example, genome expression patterns in *S. cerevisiae* subjected to heat-shock changed in a set of around 772–900 genes (Caspeta et al. 2016; Gasch et al. 2000). Additionally, when using YPD media, the presence of elevated concentrations of acetic acid (0.3 M) and pH 5.8, and mild concentrations of acetic acid (0.15 M) and pH 3.0, it was observed that the number of genes which experienced expression changes were respectively between 227 and 722, (Dong et al. 2017; Lee et al. 2015; Li and Yuan 2010). Furthermore, promoter analysis and sequence characterization suggested a direct implication of transcription factors (TFs) MSN2 (multicopy suppressor of SNF1 mutation, a TF for general stress responses), MSN4 and YAP1 (yeast activator-protein 1 required for oxidative stress tolerance) as the major transcription factors modulating the heat-shock stress response (Gasch et al. 2000). MSN2, MSN4, and SKN7 (suppressor of kre null, a complementary TF for heat shock response) appeared to regulate 25% of approximately 600 genes required to exert acetic acid tolerance (Mira et al. 2010; Schüller et al. 2004). Interestingly, weak acid tolerance was unaffected in *MSN2* and *MSN4* mutants but, conversely, this trait was negatively affected in the case of *WAR1* mutants (Schüller et al. 2004).

In previous studies, we used the adaptive laboratory evolution (ALE) approach to select yeast strains tolerant to elevated temperature (TTY23) (Caspeta et al. 2019), low pH and acetic acid (AT22) , and acetic acid and elevated temperature (TAT12) (Salas-Navarrete et al. 2022). Additionally, targeted transcriptomic analysis of TTY23 genes associated with metabolism allowed fermentation engineering to improve ethanol production (Caspeta et al. 2019). Meanwhile, to improve thermoacidic tolerance in the parental strain S288C by reverse engineering, the whole genome sequencing and transcriptomic analysis of TAT12 had to be carried out (Salas-Navarrete et al. 2022). Also, the growth in nonpermissive pH and temperature profiles for the S288C strain suggested that this displaced its thermoacidic environment to lower pH values and higher temperatures. In this study, we evaluated the extension of thermoacidic profiles of growth in the three evolved strains. Therefore, these were cultivated under both optimal (ancestral) and thermoacidic cultivation conditions. The aim of these evaluations was to determine whether the extension of their thermoacidic profiles was associated to a growth trade-off in optimal conditions. Furthermore, the genome sequence of TTY23, AT22, and S288C strains was completed and their transcriptional responses at optimal growth conditions assessed. Also, we evaluated vacuolar fragmentation under optimal conditions and analyzed whether transcriptional changes in evolved strains were associated with such a typical characteristic of a thermoacidic yeast stress response. Therefore, in this report, it is shown that evolved yeast strains displaced their thermoacidic niches, which correlates to changes in genome structure and transcriptional profiles.

## Materials and methods

### *S. cerevisiae strains* , culture media, and cultivations

In this study, the wild-type (WT) strain of *S. cerevisiae* S288C was used as the reference strain in transcriptomic and genomic analyses (*MATα SUC2 gal2 mal2 mel flo1 flo8-1 hap1 ho bio1 bio6*) (Mortimer and Johnston 1986). This was also the ancestral strain for the selection of the strain TTY23, which was chosen from ALE experiments at 39.5 °C (Caspeta et al. 2019). Additionally, S288C was also used in ALE experiments at low pH (3.0 to 4.0) and elevated acetic acid concentrations (3.0–12.0 g/L) to select the AT22 strain (Salas-Navarrete et al. 2022). Strain TTY23 was the progenitor of strain TAT12, which was obtained by ALE experiments in the same conditions used to generate AT22. Therefore, when comparing AT22 to AT12 and TTY23, this strain was more tolerant to low pH, acetic acid, and elevated temperature (Salas-Navarrete et al. 2022).

All yeast strains were cultivated in a defined mineral media based on DELFT medium composition (Verduyn et al. 1992). Major components of this medium were per liter: 20 g glucose, 5 g (NH_4_)_2_SO_4_, 3 g K_2_PO_4_, and 0.5 g MgSO_4_. This was supplemented with 1 mL of a trace element solution and 1 mL of a vitamin solution. The composition of a 1000× trace element solution was per liter: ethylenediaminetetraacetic acid (sodium salt), 15.0 g; ZnSO_4_·7H_2_O, 4.5 g; MnCl_2_·2H_2_O, 0.84 g; CoCl_2_·6H_2_O, 0.3 g; CuSO_4_·5H_2_O, 0.3 g; Na_2_MoO_4_·2H_2_O, 0.4 g; CaCl_2_·2H_2_O, 4.5 g; FeSO_4_·7H_2_O, 3.0 g; H_3_BO_3_, 1.0 g; and KI, 0.10 g. The composition of a 1000× vitamin solution was per liter: biotin, 0.05 g; *p*-aminobenzoic acid, 0.2 g; nicotinic acid, 1 g; calcium pantothenate, 1 g; pyridoxine hydrochloride, 1 g; thiamine hydrochloride, 1 g; and myoinositol, 25 g. Concentrated solutions of glucose, major salts, and acetic acid were prepared separately and mixed into the medium to achieve the required concentrations of acetic acid. The medium pH was adjusted as needed with a 5 M solution of HCl. Undefined rich medium was used for cultivations in dish plates. Its composition per liter was 1% yeast extract, 2% peptone, and 2% glucose (YPD media).

Cultivations were performed in triplicate under a batch regime using 125-mL flasks, which were filled with 50 mL of defined media, inoculated at 0.1–0.2 units of absorbance at 600 nm (A600), and shaken at 200 revolutions per minute (rpm) in a shaker (G76, New Brunswick Scientific, Edison, NJ, USA). The temperature was controlled at the required value +/− 0.05. All the strains were grown for 15–20 generations before performing the main cultivation experiments to evaluate the specific rates of growth (m), glucose consumption, and ethanol production. The ability to survive and reach a steady state of growth was reported as final A600 (A600_f_) during 7–8 days of serial passages (dilutions), each initiated daily at 0.2 or 0.4 A600 (A600_i_). Namely, it was evaluated if stressed cells either declined growth daily to null (A600_f_ decreased daily until no difference was observed between this and A600_i_) or decreased it transitorily before reaching a balanced growth (A600_f_ decreased transitorily before going to a stable value higher than A600_i_). A stable growth (A600_f_) occurred if A600_f_ did not change more than 5% of an $$\overline{A{600}_f}$$ from at least 3 days $$\left(\left|A{600}_f-\overline{A{600}_f}\right|<0.05\ast \overline{A{600}_f}\right)$$.

### Analytic methods

Samples from cultivations were taken every hour. The biomass was measured indirectly as A600. This was converted to grams of cell dry weight (g_CDW_) by a factor of 0.34 g_CDW_/A600. Samples were centrifuged, and the supernatant was stored at −20 °C for further analysis of glucose, ethanol, and glycerol. Metabolites in the supernatant were quantified by high-performance liquid chromatography, HPLC (Waters, Millipore, Milford, MA). The HPLC was equipped with an ion exclusion column HPX-87H (BioRad, Hercules, CA, USA). The mobile phase consisted of a 5 mM H_2_SO_4_ solution flowed at 0.5 mL/min. The column was operated at 50 °C and the compounds were detected with a differential refractive-index and ultraviolet detectors (Waters, Millipore, Milford, MA) and then quantified with a calibration curve made with pure HPLC-grade standards.

### Analysis of gene expression

As we chose to evaluate adaptive responses caused by changes in the genomic structure of evolved strains, it was decided to perform the transcriptomic analyses of yeast strains at optimal ancestral conditions (Caspeta et al. 2016, 2019; Salas-Navarrete et al. 2022). Therefore, the total RNA was extracted from cell populations of S288C, TTY23, AT22, and TAT22 strains cultivated in minimal media at 30 °C, pH 5.2, and without the presence of acetic acid (namely, the optimal ancestral conditions). Samples were taken at the mid-log phase of growth (Supplemental Fig. S1). The total RNA from all strains was extracted and purified with the YeaStar RNA kit (Zymo Research, Irvine, USA). The quality and amount of mRNA in samples were assessed before sending them to the DNA Microarrays Unit of the Institute of Cellular Physiology, at the Universidad Nacional Autónoma de Mexico. cDNA was synthesized using mRNA as template, followed by cDNA staining and hybridization in DNA microarrays. A partial analysis of gene expression changes was also performed at the DNA Microarrays Unit. The genArise package was used to analyze genome-wide gene expression as a swap experimental approach (Gomez-Mayen et al. 2019). The raw data from microarrays was deposited in the GEO DataSets with accession numbers GSE226362 and GPL33201 in the NCBI. Transcriptional profiles of evolved strains and the parental S288C were compared. Differentially expressed genes were selected by calculating an intensity­dependent Z­score as *z*_*i*_ = (*R*_*i*_ − mean(*R*))/(*sd*(*R*)), where z_i_ is the z­score for each element gene, *R*_i_ is the log­ratio for each element gene, and sd(*R*) is the standard deviation of the log­ratio. Genes with |z­score| > 2 standard deviations were considered significantly expressed genes (Gomez-Mayen et al. 2019).

### Whole-genome sequencing and analysis

Whole-genome sequencing of the strains S288C, TTY23, AT22, and TAT12 was conducted. A 2 × 75 bp paired-end sequencing was performed using the next generation sequencing platform MiSeq Illumina® technology (Illumina, San Diego, CA, USA), as described by Salas-Navarrete et al. (2022). In brief, this task was performed at the Unit of Massive Sequencing and Bioinformatics of the Institute of Biotechnology of the Universidad Nacional Autónoma de México. The initial quality check of the sequenced reads was achieved with the FastQC package, version 0.11.9 (bioinformatics.babraham.ac.uk/projects/fastqc/). In addition, the TrimGalore package version 0.6.5 (github.com/FelixKrueger/TrimGalore) was used for trimming the adaptor sequences with default parameters for the pair-end sequencing data of all samples. Over 90% of the reads were guaranteed with a high-quality Q34 (*Q* = 34) score (inferred base call accuracy > 99.96%). This means that one could expect 4 errors in 10,000 base-calls according to $$Q=-10\ast {\mathit{\log}}_{10}\left(\frac{\textrm{errors}}{\textrm{base}-\textrm{calls}}\right)$$ (Ewing and Green 1998). When sequencing, a quality score of Q30 virtually ensures that all the reads will be perfect, with no errors. This is why Q30 is considered a benchmark for quality in next-generation sequencing platforms, as the one used in this study (Ewing and Green 1998; Ravi et al. 2018). More than three million mappable reads were obtained, providing an average mapped sequence coverage of over 80×. The reads were aligned with the reference genome of the S288C strain using the MosaikAligner package (github com/wanpinglee/MOSAIK) (Lee et al. 2014). Variant calling was conducted with freebayes (github.com/freebayes/ freebayes), and the obtained data was filtered by a quality score > 54 by using the Pandas module in python (pandas. pydata.org/). The data obtained from these analyses was fed into the YeastMine of the Yeastgenome database to search for features from genomic regions. The raw data from sequencing can be accessed at the BioProject with number PRJNA939183 in the NCBI.

### Vacuole and mitochondria visualization

The shape of vacuole and mitochondria was analyzed by staining. To do so, yeast cells were resuspended in 10 mM HEPES-5% glucose buffer at pH 7.4 and stained with CellTracker™ Blue CMAC dye at 100 mM (ThermoFisher Scientific, Waltham, Massachusetts, USA). Cells were incubated for 30 min at room temperature. To observe the mitochondria, cells were resuspended in 50 mM sodium citrate −2% glucose at pH 5 while being incubated with the MitoTracker (ThermoFisher Scientific, Waltham, Massachusetts, USA) at 500 nM. This was performed 30 min before their visualization through confocal fluorescence microscopy. To observe the vacuole, a violet diode laser at 405 nm was employed alongside an inverted multiphotonic confocal Olympus FV1000 microscope equipped with a 60× oil immersion objective (Olympus, Tokyo, Japan). The wavelengths employed for mitochondria were 543 nm (excitation) and 630/60 nm (emission).

## Results

The thermotolerant TTY23 strain was selected from one of the populations found in a previous work, in which three clonal populations of the *S. cerevisiae* strain S288C were evolved at 39.5 ± 0.2 °C for 1 year to generate over 1200 generations (Caspeta et al. 2019). Next, three clonal populations of the strains TTY23 and S288C were separately evolved at concentrations of acetic acid between 3 and 12 g/L, alongside acidic pH between 3 and 4, and at a temperature of 30 °C. From these experiments, the acetic acid and low pH tolerant strain AT22 was derived from S288C, and the strain TAT12, which is also tolerant to these conditions and elevated temperatures, was derived from the TTY23 which in turn was isolated after ~900 generations (Salas-Navarrete et al. 2022). Hence, the TAT12 strain accumulated around two thousand generations over two rounds of mutations. In this work, the physiological responses of strains S288C, TTY23, AT22, and TAT12 to cultivation under optimal conditions (30 °C and pH 5.5 without acetic acid), as well as in challenging thermoacidic conditions, were evaluated. In addition, the whole genome sequencing and transcriptional profiles of these strains were also conducted to assess the implication of gene modifications in transcriptional changes and adaptive responses to harmful thermoacidic environments.

### Physiological responses of evolved strains to heat, acetic acid, and acidic pH

All evolved strains displaced their thermoacidic profile. The strains TTY23, AT22, and TAT12 were cultivated in acidic pH values between 2 and 5.5, at 39 °C to study their tolerance to acidic pH and elevated temperature (Fig. 1). The evolved strains grew faster than the parental strain S288C when these were cultivated at 39 °C and pH 5.5 (Fig. 1A). Under these conditions, the AT22 strain showed higher specific growth rates than TTY23. This result suggests that evolution under high acetic acid concentrations and acidic pH allowed the selection of thermotolerant derivates. Interestingly, the TTY23 strain ceased to grow at pH 2.3, which was also the case for the AT22 and TAT12 strains, but this was not the case for the parental S288C, which ceased to grow at pH 3.3. These results suggest a correlation between cellular responses to acid and elevated temperature evolutions.

**Fig. 1:**
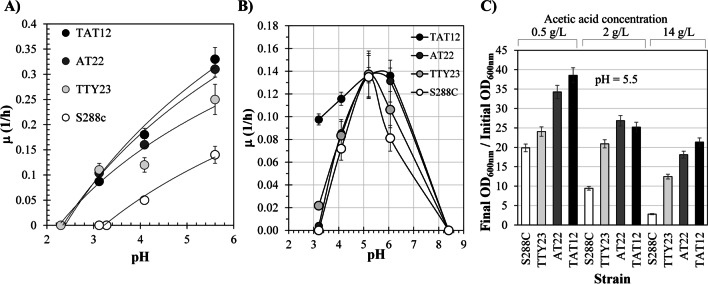
Effect of acidic pH, acetic acid, and supraoptimal temperature of 39 °C on the growth rate and biomass accumulation of parental S288C yeast strain and evolved strains TTY23, AT22, and TAT12. **A** Specific growth rate (m) of cells cultivated on acidic pH and 39 °C. **B** Effect of 2 g/L of acetic acid on the m of yeast cells growing at different pH values. **C** Biomass accumulation after 24 h of yeast cultivations with minimal media containing 0.5 g/L, 2 g/L, and 14 g/L of acetic acid, at a pH of 5.5, and temperature of 39 °C. The error bars represent the standard deviation calculated with three replicas from each elemental experiment

The thermoacidic profile of strains was also evaluated with 2 g/L of acetic acid at 39 °C. As can be seen in the Fig. 1B, the TAT12 strain thrived at pH 3, whereas the AT22 reduced its m drastically, and the TTY23 and S288C strains did not grow. The TAT12 m decreased two-thirds fold when compared to the m observed when there was no acetic acid in the media (Fig. 1A). Furthermore, the m also decreased rapidly with acetic acid, as the pH changed from 4 to 3. The evolved strains accumulated more biomass after 24 h when cultivated at 30 °C, 14 g/L of acetic acid and pH 5.5 (Fig. 1C). In these conditions, the TAT12 strain accumulated 7.4-, 1.76-, and 1.22-times more biomass than the S288C, TTY23, and AT22 strains, respectively.

In optimal (ancestral) culture conditions, there was not a significant reduction of the specific growth rate of evolved strains AT22 and TAT12 compared with S288C. Namely, these strains did not show a growth disadvantage under optimal conditions in order to improve their performance in harmful thermoacidic conditions (trade-off). The evolved strains and their ancestor S288C were cultivated in optimal ancestral conditions, namely at 30 °C, pH 5.5, and without acetic acid. Growth kinetic and stoichiometric parameters are shown in Table 1 and Supplemental Fig. S2. These results show that there were not significant differences in growth parameters among the S288C, AT22, and TAT12 strains. The TTY23 strain showed a slightly lower growth rate, along with reduced specific rates of glucose consumption and ethanol production. However, glycerol production rate in this strain was slightly higher than in the S288C, AT22, and TAT12 strains. These results suggest that only the thermotolerant TTY23 strain showed a trade-off in growth parameters under ancestral optimal conditions. This decrease in growth was also observed in thermotolerant strains evolved from the strain CEN- PK113-7D (Caspeta and Nielsen 2015).

**Table 1:** Specific rates (*μ* and *q*) and yields (*Y*) calculated for the growth of S288C and evolved strains TTY23, AT22, and TAT12 cultivated in minimal medium, pH 5.5 and 30 °C, and without acetic acid

Strain	*μ* (1/h)	Specific rates (mmol/g_DCW_/h)			Yields (g/g)		
		*q*_Glc_	*q*_EtOH_	*q*_Gly_	*Y*_X/Glc_	*Y*_EtOH/Glc_	*Y*_Gly/Glc_
S288c	0.33 ± 0.001	14.73 ± 0.41	36.5 ± 1.2	0.85 ± 0.09	0.12 ± 0.02	0.37 ± 0.05	0.08 ± 0.02
TTY23	0.29 ± 0.001	14.18 ± 1.14	28.7 ± 1.53	1.15 ± 0.11	0.12 ± 0.03	0.33 ± 0.03	0.07 ± 0.01
AT22	0.30 ± 0.03	15.34 ± 0.63	32.4 ± 1.89	0.88 ± 0.23	0.11 ± 0.01	0.36 ± 0.02	0.07 ± 0.01
TAT12	0.32 ± 0.01	14.75 ± 1.75	35.5 ± 1.04	0.92 ± 0.12	0.14 ± 0.03	0.37 ± 0.03	0.07 ± 0.02

Abbreviations: *X* biomass, *DCW* dry cell weight, *Glc* glucose, *EtOH* ethanol, *Gly* glycerol

### Analysis of the genome sequences of evolved yeast strains

Whole genome sequence and analysis were conducted for all strains, including the S288C. The complete list of potential mutations without filtering can be found in the Supplemental Table S1. Compared to the reference genome sequence reported in yeastgenome.org, only two mutations were found in the strain S288C (Goffeau et al. 1996). A total of 381 mutations were found in strain AT22, which was evolved for 825 generations in acidic conditions at 30 °C (Table 2). The highest number of mutations was observed in the strain TAT12 (1097 mutations), which was subjected to one round of evolution at elevated temperature and another under acidic conditions, hence accumulating around 2000 generations. Strain TTY23, which was evolved by around 1200 generations at elevated temperature, showed 601 potential mutations. After filtering single nucleotide variations (SNVs) with a quality score of Q34 (*P* = 4 × 10^−4^), a total of 244, 194, and 488 potential mutations were respectively found in the open reading frames over all the chromosomes in the TTY23, AT22, and TAT12 strains. Since TAT12 was evolved from TTY23, it was expected that these strains would share several mutated genes; however, only 50 mutated genes coincided in these strains.

**Table 2:** Description of mutations found in the parental and evolved strains evaluated in this study

Strain	Total	SNV	DEL	INS	Complex	ORF
S288C	2	1	-	-	-	2
TTY23	601	487	83	27	-	367
AT22	381	343	27	3	2	271
TAT12	1097	957	90	30	7	861

Abbreviations are as follows: *SNV* single nucleotide variation, *DEL* deletion, *INS* insertion, *ORF* open reading frame

Following the analysis of mutated genes based on gene orthologs (GO), it was found that the response to chemical (GO:0042221), transcription by RNA polymerase II (GO:0006366), transmembrane transport (GO:0055085), and ion transport (GO:0006811) were the most numerous biological functions, as they represented nearly 40% of the potentially mutated genes (Supplemental Table S2). Out of the 261 possible mutated genes in all the evolved strains found in these four GO-terms, 68 were selected for further analysis (Table 3), as these included two key cellular processes: 22 genes that regulate nutrient availability and stress responses (carbon, nitrogen, and ions), and 44 genes that regulate transmembrane transport (chemicals, ions, protons, and unfolded-proteins). Out of these 68 genes, 38 were exclusive of the TAT12 strain. Remarkably, 8 genes which encode elements of the RAS-cAMP-PKA and SNF1-GAL83 signaling pathways were targeted in the evolution of this strain (*RAS2*, *GPA2*, *ASC1*, *IRA2*, *REG1*, *CAT8*, *HSF1*, and *MIG2*). The potentially mutated genes involved in transcription by RNA polymerase II included: *HFI1*, *HSF1*, *MSN4*, *RIM15*, *RTG3*, *SKN7*, *SUM1*, and *WAR1* (Supplemental Table S2).

**Table 3:** Identification of single nucleotide variations in the evolved strains. The description corresponds to the standard name from the yeastgenome.org. The presence of a specific single nucleotide variation (SNV) in evolved strains is indicated with an “X”

Standard name	Description	TTY23	AT22	TAT12
**Regulation of nutrient availability**				
*ASC1*	Absence of growth suppressor of CYP1			X
*BCK1*	Bypass of C kinase	X		
*CAT8*	Catabolite repression	X	X	
*CUP2*	Copper-binding transcription factor			X
*CYC8*	Cytochrome C	X		
*GAL3*	Galactose metabolism	X		
*GPA1*	G-protein alpha subunit		X	
*GPA2*	G-protein alpha subunit			X
*INO80*	Inositol requiring			X
*IRA2*	Inhibitory regulator of the RAS-cAMP pathway			X
*MIG2*	Multicopy inhibitor of GAL gene expression			X
*OAF3*	Oleate activated transcription factor		X	
*PHO4*	Phosphate metabolism			X
*PSR2*	Plasma membrane sodium response			X
*PUT3*	Proline utilization		X	
*RAS2*	Homologous to RAS proto-oncogene			X
*REG1*	Resistance to glucose repression	X		
*SNF2*	Sucrose nonfermenting			X
*SNF5*	Sucrose nonfermenting	X		
*STE3*	Sterile (receptor for a factor pheromone)			X
*SWI3*	Switching deficient	X		
*TOR1*	Target of rapamycin	X		
**Transporters**				
*AGP2*	High-affinity glutamine permease			X
*ANT1*	Adenine nucleotide transporter			X
*AQY3*	Aquaporin from yeast			X
*ASK10*	Activator of SKN7 (reg. of glycerol channel)			X
*ATO2*	Ammonia (ammonium) transport outward		X	
*BAP3*	Branched-chain amino acid permease			X
*CCH1*	Calcium channel homolog			X
*ERS1*	ERD suppressor			X
*FPS1*	FPD1 suppressor (efflux of glycerol)	X		
*FRE1*	Ferric reductase			X
*FRE2*	Ferric reductase			X
*GLK1*	Glucokinase			X
*HXT14*	Hexose transporter	X		X
*HXT3*	Hexose transporter			X
*HXT8*	Hexose transporter		X	
*JEN1*	Monocarboxylate/proton symporter			X
*KHA1*	K/H ion antiporter			X
*MEP1*	Ammonium permease			X
*MTM1*	Mn trafficking factor for mitochondrial SOD2	X		
*PCA1*	P-type cation-transporting ATPase			X
*PDR10*	Pleiotropic drug resistance			X
*PEX1*	Peroxin			X
*PEX10*	Peroxin		X	
*PEX15*	Peroxin	X		
*PEX2*	Peroxin			X
*PHO84*	Phosphate metabolism		X	
*PHO90*	Phosphate metabolism			X
*PHO91*	Phosphate metabolism		X	
*PMR1*	Plasma membrane ATPase related			X
*PXA1*	Peroxisomal ABC-transporter			
*SEC61*	Secretory	X		
*SEC62*	Secretory			X
*SEC63*	Secretory			X
*SIA1*	Suppressor of eIF5A (activates PMA1)			X
*SIT1*	Siderophore iron transport	X		
*SSA3*	Stress-seventy subfamily A			X
*TAT1*	Tyrosine and tryptophan amino acid transporter	X		
*VCX1*	Vacuolar H^+^/Ca^2+^ exchanger		X	
*VMA2*	Vacuolar membrane ATPase			X
*VMR1*	Vacuolar multidrug resistance	X		
*VPS27*	Vacuolar protein sorting	X		
*VSB1*	Vacuolar storage of basic amino acids			
*YME1*	Yeast mitochondrial escape			X
*YVC1*	Yeast vacuolar conductance			X
**Transcription factors**				
*HFI1*	Histone H2A functional interactor			X
*HSF1*	Heat shock factor 1			X
*MSN4*	Multicopy suppressor of SNF1 mutation			X
*RIM15*	Regulator of IME2			X
*RTG3*	Retrograde regulation			X
*SKN7*	Suppressor of Kre Null			X
*SUM1*	Suppressor of Mar1-1			X
*WAR1*	Weak acid resistance			X

Cellular transport related to intracellular regulation of pH, nutrient availability, and unfolded protein response was also targeted by gene mutations during evolution (Table 3). Genes related to the transport of carbohydrates (*GLK1*, *HXT3*, *HXT8*, and *HXT14*), ammonium and amino acids (*AGP2*, *ATO2*, *BAP3*, *TAT1*, and *VSB1*), metal ions (*CCH1*, *FRE1*, *FRE2*, *MTM1*, *PCA1*, *PHO84*, *PHO90*, *PHO91*, and *SIT1*), protons (*KHA1*, *VCX1*, *VMA2*, and *YVC1*), glycerol (*AQY3*, *ASK10*, *ERS1*, and *FPS1*), chemicals (*PDR10*, *PXA1*, and *VMR1*), and unfolded-proteins (*PEX1*, *PEX2*, *PEX10*, *PEX15*, *SEC61*, *SEC62*, *SEC63*, *SSA3*, *VPS27*, and *YME1*) were detected among the evolved strains.

### Transcriptional profile of evolved yeast strains

Samples for transcriptomics analyses of S288C and evolved strains TT23, AT22, and TAT12 were taken in the middle exponential phase of cultivations carried out in minimal Delft media with 20 g/L glucose at 30 °C and pH 5.3 (Supplemental Fig. S1). 

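The data deposited for this experiment come from 2-colour DNA microarrays, in which the cDNA of one strain labelled with Alexa555 and the cDNA of another labelled with Alexa647 are hybridised on the same array and the ratio of both signals is read at each spot. S288C is the parental strain, TTY23 was evolved under elevated temperature, AT22 under acidic conditions and TAT12 under both. The cultures were grown at 30 °C with 20 g/L glucose. The pH is given as 5.2 in the paper's methods, 5.3 in its results, 5.5 in the legend of Fig. 2 and 5 in the sample labels, and the agitation as 200 rpm in the methods and 250 rpm in the labels. The 4 comparisons analysed here were AT22 with S288C, TAT12 with S288C, TAT12 with TTY23, and TAT12 with AT22, each as a dye swap on 2 arrays with the dyes exchanged. An array holding TTY23 together with S288C was not analysed here, so TTY23 relative to S288C is an indirect estimate, the log2 ratio of TAT12 over S288C minus that of TAT12 over TTY23. The 2 arrays of a dye swap count as 1 replicate, so every comparison has n = 1 and no value has an error between cultures.

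Each of the 8 arrays holds 13056 spots, of which 12672 stand for 6336 genes in duplicate, 320 are empty and 64 are controls. The authors deposited the scanner intensity and local background of both dyes for each spot, without normalization, and a table of z-scores from the genArise package. From the intensities, the background was corrected with normexp (offset 50), the log ratios were normalized within each array by loess, duplicate spots were averaged, the sign of one array of each swap was turned and both arrays were averaged. A single array also holds any difference between the dyes, which the mean cancels if the labelled dyes are right. Where a sign or size is said to rest on 1 array, that array sets the mean, and the dyes may part the arrays. In the indirect estimate for TTY23, a dye difference common to both swaps cancels within the first arrays and within the second. The z-score is the distance of a gene's log2 ratio from the mean of the 100 genes nearest in mean intensity, divided by their SD. A gene was called differentially expressed when its absolute z-score was above 2, the paper's threshold. No p-value was derived from it. Local background, the normalization curve and the threshold are the choices that could change the numbers.

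The median signal over local background ranged from 2.51 to 3.52 in Alexa555 and from 1.22 to 3.09 in Alexa647, and 42.3 to 69.3% of gene spots were above the empty spots in both dyes. In what follows, above background means a net signal past the 95th percentile of the empty spots in both dyes. Below background means that this was not reached, and not that the signal lay under the local background. The number of arrays limits the precision. Duplicate spots within an array correlated with r from 0.79 to 0.94 across genes. Both arrays of a swap correlated much less once turned, with r = −0.030 for AT22 and S288C, 0.092 for TAT12 and S288C, 0.13 for TAT12 and TTY23 and −0.17 for TAT12 and AT22 across genes, which are not independent replicates.

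The second array of AT22 and S288C has no settled direction. After turning, its log2 ratios of AT22 over S288C correlated with those of TAT12 over S288C on the second array of that swap with r = −0.59, below the limit of −0.3 set for arrays that share a reference. Before turning, it correlated negatively with all 6 arrays of the other comparisons, while 17 of the 18 pairs of arrays from different comparisons without it correlated positively. Values for AT22 are given in the direction of the labels, and also with the sign of this array turned, an alternative chosen after the data were seen.

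**Figure D1:**
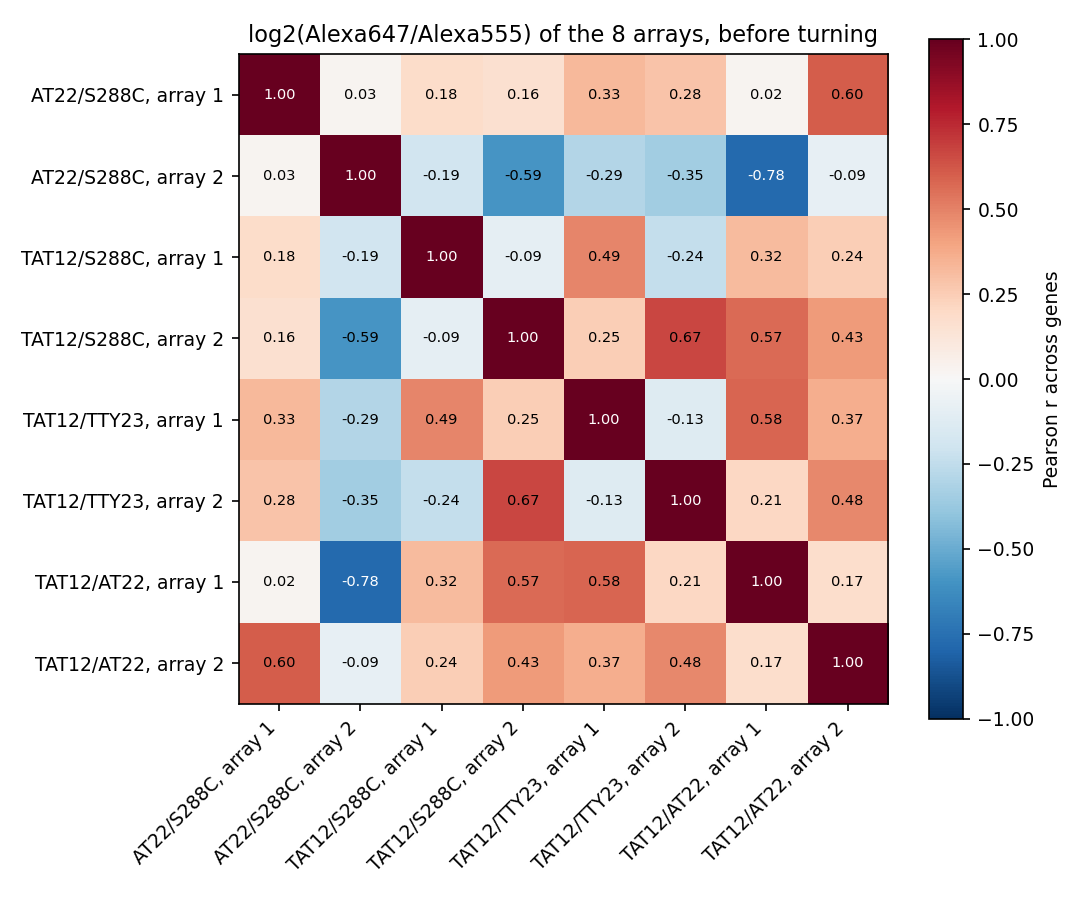
Pearson correlation across 6336 genes between the log2 ratios of Alexa647 over Alexa555 on the 8 arrays, before any array was turned. Rows and columns are the arrays, and colour and printed number give r. The second array of AT22 and S288C stands apart, with r down to −0.78 against the first array of TAT12 and AT22.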

The transcriptional profiles of evolved strains were compared with transcriptional profiles of parental strain S288C. 

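S288C was hybridised directly with AT22 and with TAT12, and TAT12 with AT22, so the same ratio could be obtained along different arrays. Across the 6336 genes, the log2 ratio of TAT12 over S288C measured directly correlated with the sum of TAT12 over AT22 and AT22 over S288C with Pearson's r = −0.16 and Spearman's rho = −0.17, although both estimate the same quantity. The SD of their difference was 0.49, against an SD of 0.30 for the direct ratio. Once the second array of AT22 and S288C was turned, r was 0.23, rho 0.20 and the SD of the difference 0.32.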

The Venn diagram shown in Fig. 2 and transcriptomic analysis found in Supplemental Tables S3 and S4 show the associations of differentially expressed genes (DEGs) between the evolved strains compared with the parental strain S288C. Over 1500 genes changed their expression in each of the tolerant strains, with the TAT12 strain having the biggest change with almost 1700 genes. 

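Over the 6336 genes, 327 passed the threshold in TTY23 (190 over expressed and 137 down expressed), 293 in AT22 (34 and 259) and 320 in TAT12 (197 and 123). Turning the second array of AT22 and S288C gave AT22 255 (76 and 179). The difference between the 2 turned arrays of a swap, divided by 2, cancels the strains and gave 311 genes past the same threshold for TAT12, and the matching contrast of the indirect estimate gave 340 for TTY23, so the number of genes in these strains was within 1.5 times that of a contrast with no strain in it. For AT22 this contrast is the same as the ratio with the second array turned, so it is no control while the direction of that array is not settled. The authors' deposited tables hold 274 genes past a z-score of 2 for AT22 and 247 for TAT12. The numbers were lowest at a fold change of at least 2 in place of the z-score, with 25 genes in TTY23, 19 in AT22 and 45 in TAT12, and highest past an absolute z-score of 1, with 1915, 1853 and 1953. A limma fit over the 4 comparisons, which has 1 residual degree of freedom per gene, called 0 genes in each strain after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 the limma fit had 27 genes in TTY23, 91 in AT22 and 253 in TAT12. In the same order the numbers were 182, 1230 and 828 with the second array of AT22 and S288C turned. They were 116, 424 and 570 in a fit to the 8 arrays with a dye term. Both of these fits also called 0 genes after adjustment. By chance alone, a share of 0.05 of the 6336 genes would lie under an unadjusted p of 0.05. The first limma fit had fewer than that in every strain. Its 1 residual degree of freedom comes from the loop of S288C, AT22 and TAT12. It thus holds the array without a settled direction, and nothing of the TTY23 arrays. From the number of differentially expressed genes, the paper states that TAT12 had the biggest change.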

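The comparisons share the S288C sample and TTY23 was obtained through the arrays of TAT12, so genes called in common arise with no change at all. Unchanged strains were therefore simulated 200 times on the same arrays, with noise drawn from the difference between the arrays of each swap, without and with a deviation of the S288C sample that all comparisons share. TTY23 and TAT12 had 120 genes called in the same direction and not in that direction in AT22, 28 of them being called in the opposite direction in AT22, against a 95% range of 147 to 175 without and 114 to 150 with the shared deviation. AT22 and TAT12, but not TTY23, had 1 such gene, against 0 to 7 and 17 to 38. In opposite directions, AT22 and TAT12 had 44 genes in common. After the second array of AT22 and S288C was turned, the numbers in the same direction were 113 for TTY23 and TAT12 and 14 for AT22 and TAT12, and AT22 and TAT12 had 1 gene in opposite directions. Across the alternatives the number in the same direction ran from 8 (fold change of at least 2) to 980 (absolute z-score above 1) for TTY23 and TAT12, and from 0 to 101 under the same settings for AT22 and TAT12. The noise of AT22 in these simulations also rests on the direction of that array. Drawn with the array turned, the ranges were 144 to 176 and 120 to 152 for TTY23 and TAT12, and 1 to 8 and 14 to 33 for AT22 and TAT12.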

The strains evolved under elevated temperature (TTY23 and TAT12) shared 370 DEGs, while those evolved under acidic condition (AT22 and TAT12) shared 122 DEGs. 

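Between TTY23 and AT22, 6 genes were called in the same direction and not in TAT12, where the simulated unchanged strains gave 0 to 6 without a shared deviation of S288C and 6 to 22 with one. Another 38 genes were called in opposite directions, against 3 to 13 and 0 to 3 in the simulations. After the second array of AT22 and S288C was turned, the numbers became 11 in the same and 14 in opposite directions, against 0 to 6 and 5 to 19, and 3 to 13 and 0 to 3, with the noise drawn in that direction.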

Strains TTY23 and AT22, which only shared the common ancestral strain S288C, shared 176 DEGs. 

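Called in 1 strain and in neither of the others were 190 genes in TTY23, 231 in AT22 and 182 in TAT12. The ranges from the simulated unchanged strains were 144 to 179, 231 to 261 and 119 to 153 without a shared deviation of S288C, and 111 to 146, 178 to 226 and 83 to 123 with it. The numbers were 182, 208 and 185 with the second array of AT22 and S288C turned, where the ranges were 141 to 183, 264 to 292 and 118 to 154, and 113 to 148, 203 to 247 and 87 to 123.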

Interestingly, DEGs individually observed in each evolved strain accounted for bigger numbers, 1066, 1273, and 1267 in TTY23, AT22, and TAT12, respectively. Surprisingly, despite these three evolved strains showed higher tolerance to acid and elevated temperature, they only shared 44 DEGs.

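Past the threshold in the same direction in the 3 strains was 1 gene, over expressed, and 8 genes with the second array of AT22 and S288C turned. The simulated unchanged strains gave 1 to 9 without and 52 to 75 with a shared deviation of S288C, and 1 to 11 and 47 to 68 with the array turned. Of the genes with the array turned, 7 were over expressed, against 0 to 2 and 7 to 21. Table S3 lists 21 genes as over expressed and 13 as down expressed in all of the strains. The 21 genes had a median log2 ratio of 0.42 in TTY23, 0.20 in AT22 and 0.37 in TAT12, and 7, 0 and 5 of them passed a z-score of 2. The 13 genes had medians of −0.12, −0.45 and −0.33, and 1, 3 and 1 passed −2. These lists were chosen by the study on the same arrays. With the array turned, the AT22 medians were −0.039 and −0.22, and 0 of the 21 passed 2 and 0 of the 13 passed −2.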

**Fig. 2:**
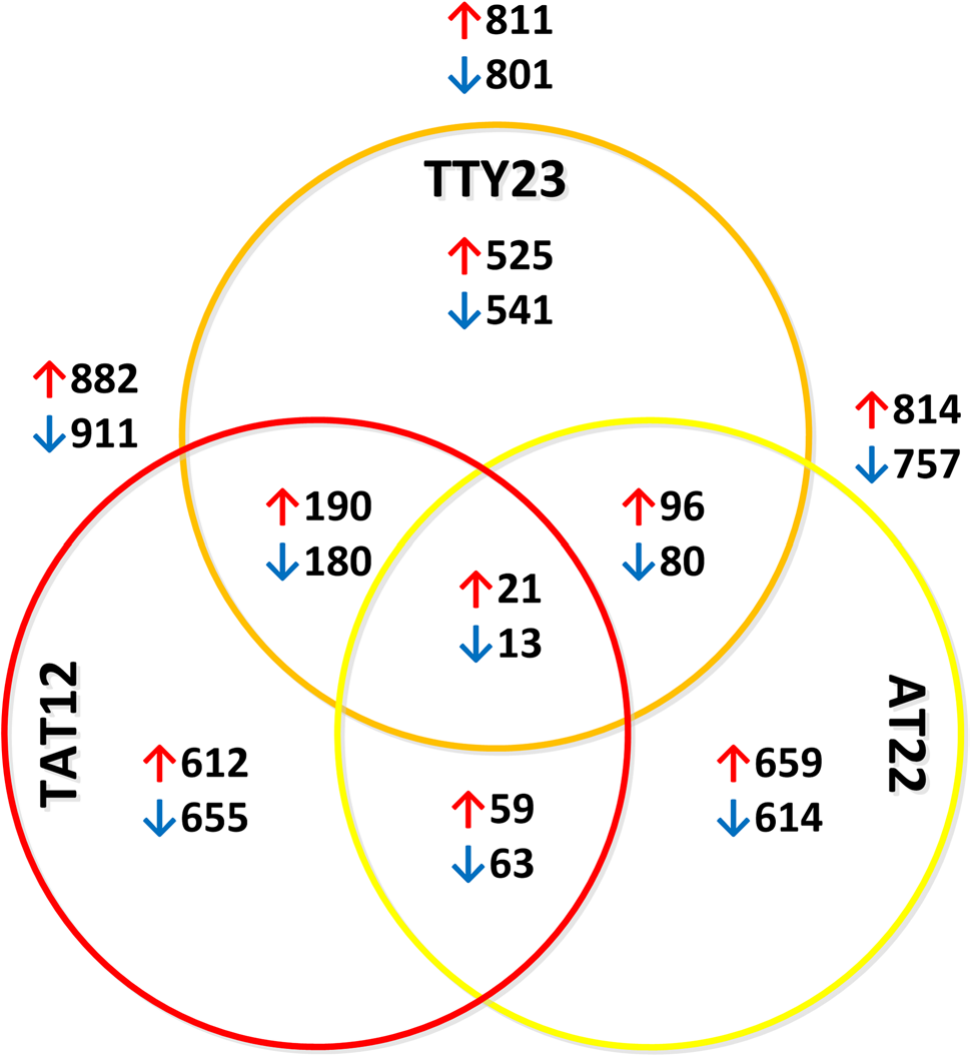
Venn diagram of differentially expressed genes (DEGs) identified in the evolved strains TTY23, AT22, and TAT12. Red and blue arrows indicate over expression and down expression relative to S288C, respectively. The analysis was carried on total RNA samples extracted from cells sampled from cultivations in minimal defined medium at a temperature of 30 °C and pH 5.5

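ENO2 (YHR174W) had a log2 ratio to S288C of 0.44 (z-score 1.25) in TTY23, 0.32 (z-score 1.14) in AT22 and 0.82 (z-score 1.38) in TAT12. On the first and second arrays it gave 1.20 and −0.33 in TTY23, 0.00068 and 0.63 in AT22, and 1.79 and −0.15 in TAT12. Its rise thus rests on 1 array in each strain. Its probe also names ENO1, and that of EFT2 also names EFT1, so paralogs cannot be separated. OLA1 reached 0.37 (z-score 1.72) in TAT12, but 0.095 in TTY23 and −0.044 in AT22. EFT2 was at 0.58, 0.23 and 0.59, and AIM2 at 0.51, 0.50 and 0.78 in TTY23, AT22 and TAT12. SHM2 passed the threshold in TAT12 with 0.43 (z-score 2.06), was at 0.43 (z-score 1.69) in TTY23 and at 0.16 (z-score 0.641) in AT22. SAM1 passed it in TTY23 with 0.49 (z-score 2.01), and was at 0.15 in TAT12 and −0.24 in AT22. The probe of YRF1-5, which names other copies of the helicase as well, gave 0.50 (z-score 2.62) in TTY23, with 1.02 and −0.030 on the first and second arrays, so that its sign rests on the first. It was at 0.0084 (z-score 0.225) in AT22 and 0.36 (z-score 1.69) in TAT12, there with 0.87 and −0.14 on the arrays. QCR9 was the gene furthest below S288C in TTY23 and AT22 among those named, with −0.83 (z-score −4.17) and −0.79 (z-score −2.91), and was at −0.32 (z-score −1.65) in TAT12. Its signal was above background on all arrays in AT22, but not in TTY23 and TAT12. CYC8 fell in all the strains, with −0.27, −0.14 and −0.61 (z-score −1.87) in TTY23, AT22 and TAT12. The AT22 ratios with the second array of AT22 and S288C turned were −0.32 for ENO2, 0.00090 for OLA1, −0.039 for YRF1-5, −0.17 for EFT2, 0.52 for AIM2, −0.0096 for SHM2, −0.18 for SAM1, −0.43 (z-score −1.58) for QCR9 and −0.31 for CYC8.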

The analysis of DEGs found in all evolved strains revealed several potential functions relevant to thermo-acidic tolerance: the plasma membrane P2-type H^+^-ATPase, *PMA1*, and the enolase II (*ENO2*), which catalyzes the conversion of 2-phosphoglycerate to phosphoenolpyruvate during glycolysis and the reverse reaction during gluconeogenesis; the P-loop ATPase, *OLA1*, and the elongation factor two, *EFT2*, which regulate translational elongation (Chen et al. 2015; Justice et al. 1998); the altered inheritance rate of mitochondria gene *AIM2* involved in mitochondrial biogenesis, function, and organization; the DNA helicase *YRF1-5* involved in telomere maintenance (Yamada et al. 1998); the serine hydroxymethyl transferase *SHM2* which converts serine to glycine plus methylenetetrahydrofolate involved in generating precursors for purine, pyrimidine, amino acids, and lipid biosynthesis (McNeil et al. 1994); the methionine adenosyl transferase *SAM1* involved in the synthesis of *S*-adenosylmethionine, *S*-(5′-adenosyl)-L-methionine used in the methylation of proteins, RNAs and lipids, as well as in the biosynthesis of biotin and polyamides (Thomas and Surdin-Kerjan 1991); and the general transcriptional co-repressor *CYC8*, the ubiquinol-cytochrome C oxidoreductase *QCR9*, and the transcriptional activator of genes involved in glycolysis *GCR1* (Willis et al. 2003), were all down expressed.

### The TAT12 and TT23 strains overexpressed key genes of protein synthesis, folding, rescue, and refolding

Analysis of DEGs detected in individual strains revealed that TTY23 and TAT12, which evolved at elevated temperature, overregulated 42% of genes involved in cytoplasmic translation (Supplemental Table S2). A summary of key genes associated with the large (60s) and small (40s) subunits of ribosomes is shown in Fig. 3. 

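For the 31 genes of ribosomal proteins drawn in Fig. 3, the median log2 ratio to S288C was 0.14 in TTY23, −0.073 in AT22 and 0.32 in TAT12. Among 10000 random lists of 31 genes matched on mean intensity, these medians stood at percentiles 99.7, 5.28 and 100, which describes these hybridisations and is not a test between strains. The number of genes above 0 was 23 in TTY23, 11 in AT22 and 26 in TAT12, while 1, 0 and 1 passed a z-score of 2. In TTY23 the median was 0.32 on the first and −0.022 on the second arrays, so its direction rests on the first. In AT22 the median was −0.16 (percentile 0.190) with the second array of AT22 and S288C turned. The 7 translation factors of the same figure had medians of 0.091, 0.082 (−0.18 turned) and 0.10, and 0 of them was called in any of the strains. The alternative that moved the share called most was an absolute z-score above 1, with 29.0% of the ribosomal genes in TTY23 and 48.4% in TAT12.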

Remarkably, most of the key genes encoding for protein folding and refolding elements were overexpressed in TAT12. 

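All 13 chaperone genes that the paper names for TAT12 had a log2 ratio above 0 in TAT12, with a median of 0.59 that lay above those of the 10000 random lists of 13 genes matched on mean intensity. The range was 0.013 to 1.03, 6 genes passed a z-score of 2 and 10 passed 1. The paper names these genes as overexpressed in TAT12 on the same arrays, so their high rank over S288C is no independent support. On the second array of the swap alone, 15.4% of the genes passed 2, and by the authors' deposited z-scores 23.1% did. The same genes had a median of 0.031 in TTY23 and −0.0065 in AT22 (−0.13 with the second array of AT22 and S288C turned). On the arrays that set TAT12 directly against the other evolved strains, the median was 0.48 over TTY23 and 0.34 over AT22. The 10 genes drawn under the unfolded protein response in Fig. 3 had a median of 0.36 in TAT12, 0.10 in TTY23 and −0.18 in AT22 (−0.081 turned).

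**Figure D2:**
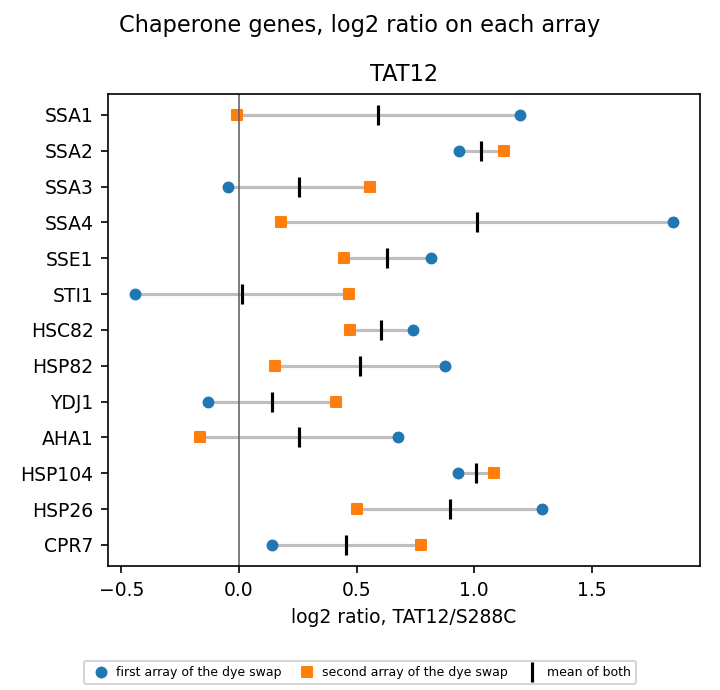
Log2 ratio of TAT12 over S288C for the 13 chaperone genes named in the paper. Circles are the first array of the dye swap, squares the second, and vertical ticks their mean. All the means lie above 0, and single arrays fall below 0 for SSA1, SSA3, STI1, YDJ1 and AHA1.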

The majority of them are under the control of the heat-sock transcription factor I (*HSF1*), which has a mutation in the 3’UTR region (Salas-Navarrete et al. 2022). This group of genes included the ATPase and chaperon components of the stress-seventy subfamily 70–HSP70 (*SSA1*, *SSA2*, *SSA3*, and *SSA4*) and components of the heat-shock protein HSP90 chaperone complex (*SSE1*, *STI1*, *HSC82*, and *HSP82*), which are all involved in protein folding and rescue from denaturation (Verghese et al. 2012). Also, the heat-shock protein HSP40 (*YDJ1*) which regulates the activity of HSP70 and HSP90, *AHA1* which activates the ATPase HSP90, the *HSP104* that cooperates with *YDJ1* and *SSA1* to refold and reactivate aggregated proteins, and *HSP26* that suppresses unfolded protein aggregation were overexpressed (Verghese et al. 2012). 

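In TAT12, SSA2 (YLL024C) was at a log2 ratio of 1.03 (z-score 2.10) and SSA4 (YER103W) at 1.01 (z-score 2.19). On the 2 arrays SSA2 gave 0.93 and 1.13, while SSA4 gave 1.84 and 0.18. SSA1 had 0.59 (z-score 1.11) and SSA3 0.26 (z-score 0.509), both with opposite signs on the 2 arrays. The probes of SSA1 and SSA2 each name both genes. SSE1 passed the threshold with 0.63 (z-score 2.54). HSC82 had 0.60 (z-score 1.62) and HSP82 0.51 (z-score 1.18), the probe of the latter naming both. STI1 did not differ from its neighbours in intensity, with 0.013 (z-score −0.0255) and −0.44 and 0.47 on the arrays.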

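HSP104 (YLL026W) had the highest z-score of the chaperones, with a log2 ratio of 1.01 (z-score 3.21) in TAT12 and 0.93 and 1.08 on the 2 arrays, against −0.12 in TTY23 and −0.0065 in AT22 (−0.035 with the second array of AT22 and S288C turned). HSP26 (YBR072W) followed with 0.89 (z-score 2.94). AHA1 had 0.25 (z-score 1.18) and YDJ1 0.14 (z-score 0.542), each with opposite signs on the 2 arrays. HSP26, AHA1 and YDJ1 were not above background in both dyes of both arrays.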

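HSP30 (YCR021C) had a log2 ratio to S288C of −0.039 (z-score −0.218) in TTY23, with 0.25 and −0.33 on the first and second arrays, and was not above background on all of them. In TAT12 its log2 ratio was 0.46 (z-score 1.41), with 0.59 and 0.33 on the arrays. Neither strain passed the threshold.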

Interestingly, HSP30, which is a negative regulator of H^+^-ATPase PMA1 and that is induced by elevated temperature and weak organic acid (Piper et al. 1997), was downregulated in the strain TTY23, and upregulated in TAT12. 

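CPR7 (YJR032W) in TAT12 had a log2 ratio of 0.46 (z-score 2.89), past the threshold, with 0.14 and 0.78 on the arrays of the swap. It passed it in TTY23 as well, with 0.50 (z-score 2.96), and was at −0.18 (z-score −0.714) in AT22 (−0.013 with the second array of AT22 and S288C turned). Its signal was not above background in both dyes of both arrays.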

Finally, the CPR7 that binds HSP82 and contributes to its activity was also upregulated in TAT12.

**Fig. 3:**
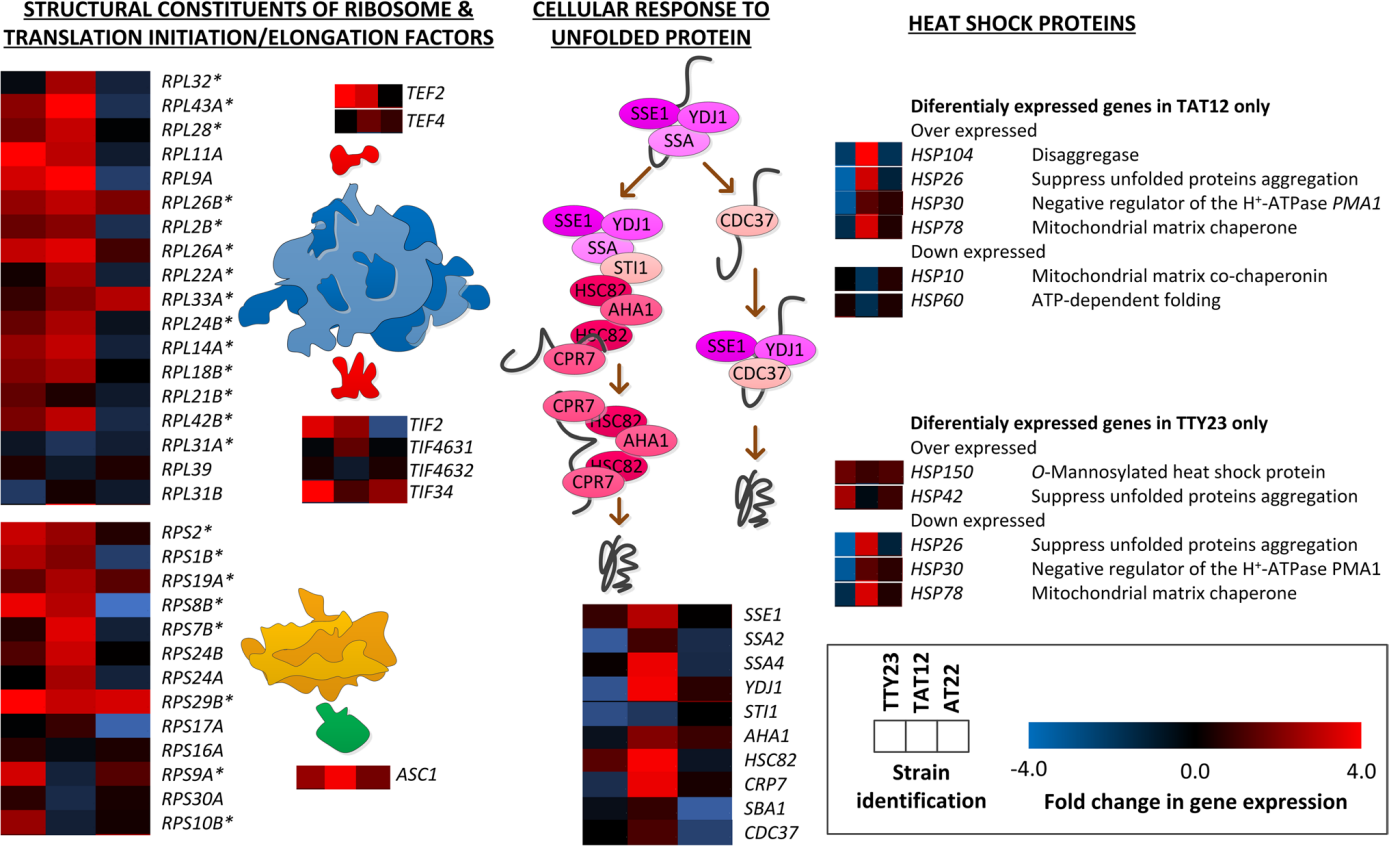
Changes in the expression of genes encoding key proteins of the translation and unfolded protein response in the yeast strains TTY23 (left), TAT12 (middle), and AT22 (right) relative to the S288C strain. Various genes encoding large and small subunits of the ribosome increased their RNA accumulation in strains evolved under high temperature (TTY23 and TAT12). Most of the chaperones involved in the response to unfolded proteins also increased their RNA accumulation in the TAT12 strain

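Of 18 genes of RAS-cAMP-PKA signaling, those drawn in Fig. 4 and ASC1, 3 passed a z-score of 2 in TTY23, 0 in AT22 and 2 in TAT12, and 1 passed −2 in AT22 (0 and 1 past 2 and −2 with the second array of AT22 and S288C turned). ACS1, which Fig. 4 may write for ASC1, is among those called in TTY23 and TAT12. It is also the gene past −2 in AT22 as labelled, so these calls may not belong to the pathway. Their median log2 ratios were 0.049 in TTY23, −0.062 in AT22 (0.039 turned) and 0.036 in TAT12, all inside the 95% range of random lists matched on intensity. Of the 13 genes of SNF1/4-GAL83 signaling, 1 passed the threshold in TTY23, 0 in AT22 and 1 in TAT12. This list had medians of 0.13, 0.14 (0.075 turned) and 0.17, also inside that range.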

Parallel to the increased accumulation of transcripts of genes involved in translation and folding, the genes associated with the signaling pathways related to nutrient availability were also differentially expressed (Fig. 4). Whereas the gene encoding the adenylate cyclase *CYR1* did not change its transcription, the negative regulators ACS1, IRA1, and IRA2 were upregulated in TAT12. 

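CYR1 (YJL005W) in TAT12 had a log2 ratio of −0.041 (z-score −0.0549). ACS1 (YAL054C) passed the threshold with 0.56 (z-score 2.90), with −0.12 and 1.23 on the first and second arrays, so the call rests on the second. IRA1 was at 0.21 (z-score 0.815) and IRA2 at −0.042 (z-score −0.264). All of these were below background on some array. ACS1 also passed the threshold in TTY23, with 0.35 (z-score 2.12), and on the lower side in AT22, with −0.50 (z-score −3.04) (−0.084 (z-score −0.922) with the second array of AT22 and S288C turned). Fig. 4 writes ACS1 as well. The paper's account of mutated genes and its conclusions place ASC1 (YMR116C) in this pathway, and Table 3 lists ASC1 as mutated in TAT12. This points to ASC1 as the gene meant. ASC1 was at 0.71 (z-score 1.89) in TAT12, with 1.06 and 0.37 on the arrays.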

The GTP-binding protein RAS2 was only downregulated in the TAT12 strain. Conversely, key genes involved in the activation of the SNF1/4-GAL83 signaling pathway were overexpressed, for example: the AMP-activated S/T protein kinase (*SNF1*), the activating gamma subunit (*SNF4*), and the protein kinases TOS3 and ELM1, which phosphorylate and activate SNF1 (García-Salcedo et al. 2014).

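RAS2 (YNL098C) had a log2 ratio of −0.35 (z-score −1.37) in TAT12, −0.29 (z-score −1.22) in TTY23 and −0.21 (z-score −0.755) in AT22 (−0.25 (z-score −0.756) with the second array of AT22 and S288C turned). None of these passed the threshold, and the difference between the strains was not tested.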

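The paragraph describes TAT12, in which SNF1 (YDR477W) had a log2 ratio of 0.40 (z-score 2.42), past the threshold, with 0.83 and −0.020 on the first and second arrays. The first array thus sets its sign, although a difference between the dyes could also part the arrays. Its signal was not above background on all arrays. SNF1 passed the threshold in TTY23 too, with 0.36 (z-score 2.22). SNF4 was at 0.72 (z-score 1.51), with the same sign on every spot. ELM1 was at 0.43 (z-score 1.82) and TOS3 at 0.22 (z-score 0.852), both below background on some array.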

**Fig. 4:**
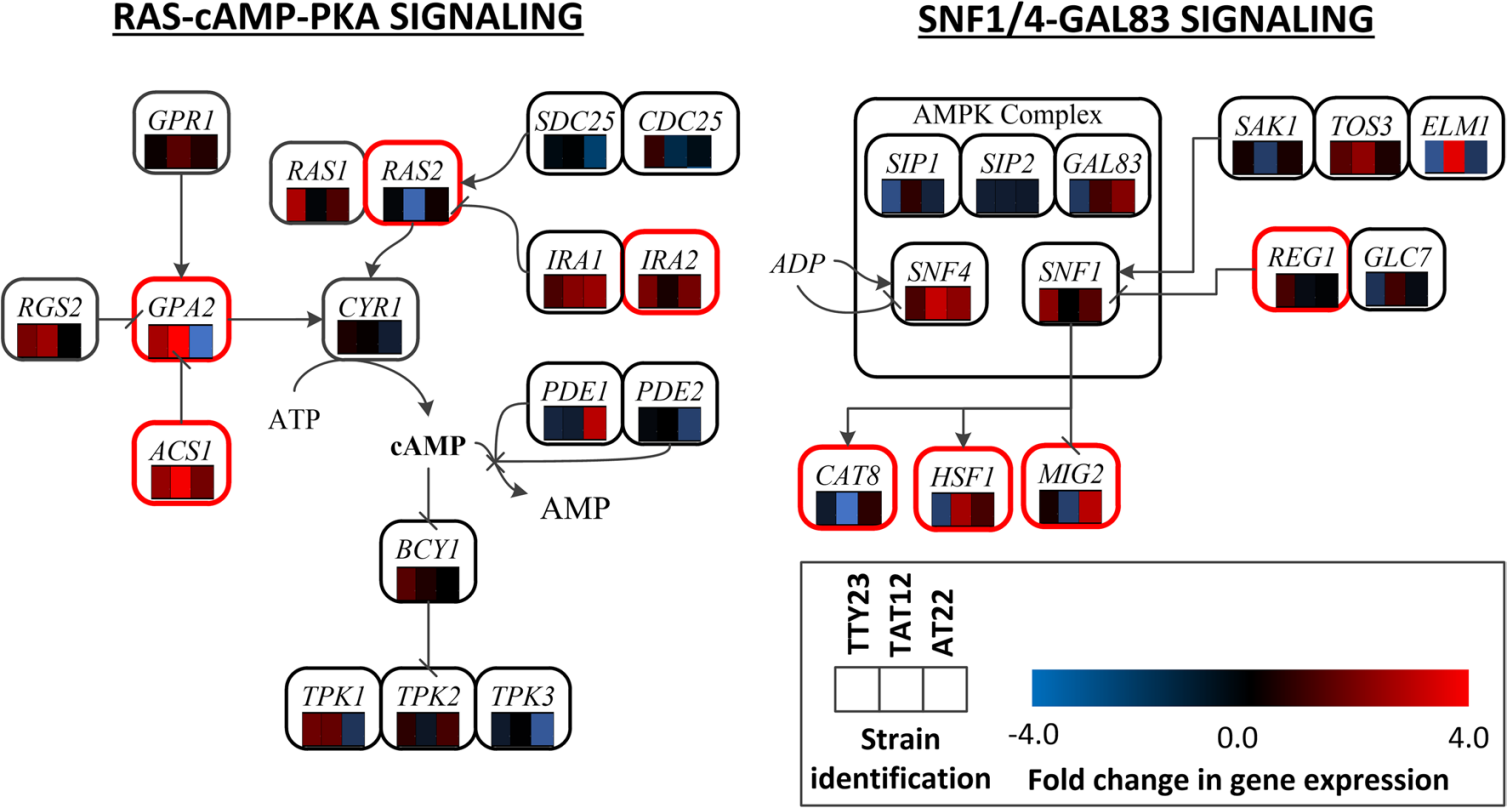
Differential expression of genes encoding for the elements of the glucose signaling pathways RAS-cAMP-PKA signaling and SNF1/4-GAL83 signaling. The red boxes identify the genes with single nucleotide variations in the strain TAT12

Most transcriptional changes in metabolic genes occurred in the thermoacidic tolerant strain TAT12. 

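The lists for glycolysis, fermentation, the pentose-phosphate pathway, trehalose with chitin and lipids, purines and pyrimidines, and one-carbon metabolism together hold 48 genes. In TAT12, 9 of them passed a z-score of 2 and 0 passed −2. Many of the 48 genes are ones the paper names as rising in TAT12 on the same arrays. More rises in TAT12 than in the other strains thus follow in part from that choice. The numbers were 1 and 0 in TTY23 and 0 and 3 in AT22. Past an absolute z-score of 1, 25 genes were higher and 1 lower in TAT12, 13 and 5 in TTY23, and 5 and 11 in AT22. Turning the second array of AT22 and S288C gave AT22 2 higher and 2 lower past 2, and 8 and 8 past 1, so an excess of lower genes in AT22 rests on the labelled direction.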

About 44%, 28%, and 62% of genes encoding enzymes of the glycolytic pathway were overexpressed in the strains TTY23, AT22, and TAT12, respectively (Fig. 5 and Supplemental Table S3). 

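Of the 19 genes of glycolysis, 0 were over expressed past a z-score of 2 in TTY23, 0 in AT22 and 2 (10.5%) in TAT12. The median log2 ratio to S288C was 0.17 in TTY23 (percentile 99.4 among 10000 random lists of 19 genes matched on intensity), −0.040 in AT22 (percentile 15.2) and 0.30 in TAT12 (percentile 99.5). In TTY23 the median was 0.35 on the first arrays and −0.12 on the second, and it fell below 0 under median centring without loess. With the second array of AT22 and S288C turned, the AT22 median was −0.33 (percentile 0.300), with 0 genes over expressed. The threshold moved the shares most. Past a z-score of 1 they were 26.3% in TTY23, 10.5% in AT22 and 47.4% in TAT12.

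**Figure D3:**
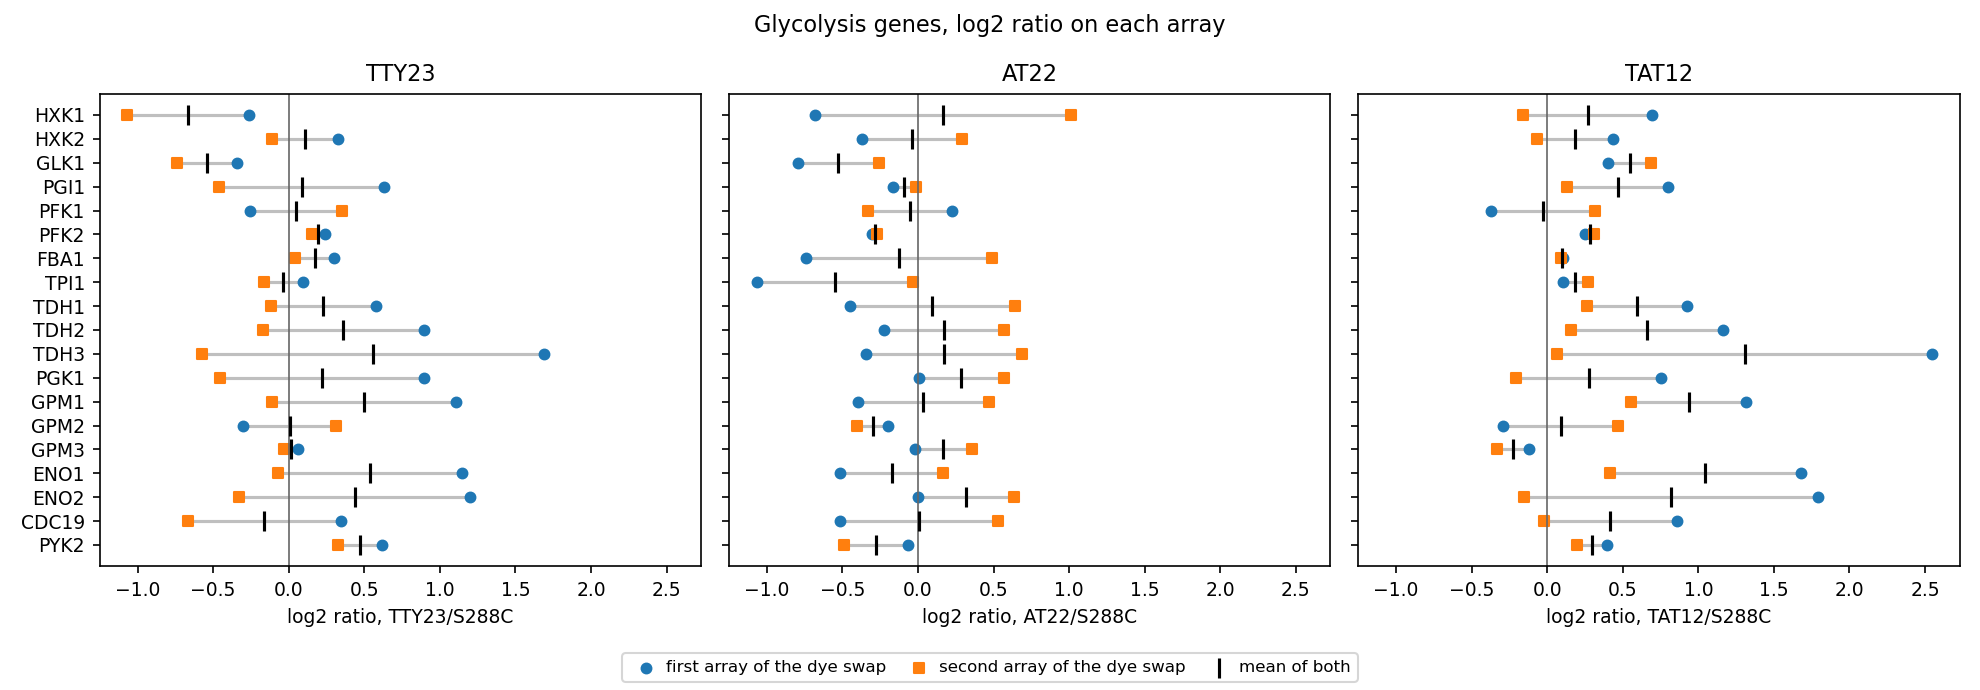
Log2 ratio to S288C of the 19 glycolysis genes in TTY23, AT22 and TAT12. Circles are the first array of the dye swap, squares the second, and vertical ticks their mean, with TTY23 obtained through TAT12 and AT22 in the direction of the labels. The means lie above 0 for 15 genes in TTY23, 9 in AT22 (3 with its second array turned) and 17 in TAT12.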

The overexpression of the hexokinase genes *HXK1* and *GLK1* was only found in TAT12, whereas *TDH1/2/3*, *GPM1*, *ENO1/2*, *PYK2*, and *CDC19*, which are associated with the energy-releasing phase in glycolysis were overexpressed in TAT12 and TTY23, and with lesser increments than in TAT12. 

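HXK1 (YFR053C) had a log2 ratio of 0.27 (z-score 0.498) in TAT12 and −0.67 (z-score −1.95) in TTY23, and GLK1 (YCL040W) 0.55 (z-score 1.42) and −0.54 (z-score −1.56). In AT22 they were at 0.17 and −0.53, and at −0.85 and −0.27 with the second array of AT22 and S288C turned. TDH3 (YGR192C) reached 1.31 (z-score 2.34) in TAT12, with 2.55 and 0.064 on the 2 arrays, and 0.56 (z-score 1.57) in TTY23. The probes of TDH2 and TDH3 each name both genes. GPM1 also passed the threshold in TAT12, with 0.94 (z-score 2.00) against 0.50 (z-score 1.44) in TTY23. The remaining genes passed it in neither strain. In TAT12 and TTY23, TDH1 was at 0.59 and 0.23, TDH2 at 0.66 and 0.36, ENO1 at 1.04 and 0.54, and CDC19 at 0.42 and −0.16. PYK2 was at 0.30 in TAT12 and 0.47 in TTY23, the only one of these genes that was higher in TTY23.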

Expression of most of these genes is under the control of the TFs SKN7 and HSF1 (Supplemental Table S4), which was mutated in TAT12. 

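PDC1 (YLR044C) had a log2 ratio of 0.83 (z-score 1.96) in TTY23 and 1.07 (z-score 1.83) in TAT12, below the threshold in both, and above 0 on every array. ADH1 (YOL086C) was at 0.90 (z-score 1.69) in TAT12, 0.39 (z-score 0.913) in TTY23 and 0.37 (z-score 1.43) in AT22 (0.11 (z-score 0.514) with the second array of AT22 and S288C turned). GPP2 (YER062C) passed the threshold in TAT12 with 0.64 (z-score 2.57), and was at 0.17 (z-score 0.732) in TTY23 and 0.15 (z-score 0.773) in AT22 (−0.042 (z-score −0.401) turned).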

Gene encoding the major pyruvate carboxylase *PDC1* increased its expression in TTY23 and TAT12, while the acetaldehyde dehydrogenase *ADH1* and the DL-glycerol-3-phosphate phosphatase *GPP2*, which are involved in the reactions for ethanol and glycerol synthesis, were only overexpressed in the TAT12 strain. Genes encoding the enzymes for the oxidative branch of the pentose-phosphate pathway, *SOL3/4*, and *GND1/2* increased their expression in TTY23 and AT22, while two 5-phospho-D-ribose-1-diphosphate synthetases (*PRS2/4*) were the only one overexpressed in AT22.

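SOL4 and GND1 had log2 ratios of 0.13 (z-score 0.465) and 0.13 (z-score 0.335) in TTY23 and 0.17 (z-score 0.651) and 0.26 (z-score 1.11) in AT22. SOL3 and GND2 were at −0.20 (z-score −1.33) and −0.31 (z-score −1.66) in TTY23 and −0.011 (z-score 0.00647) and −0.14 (z-score −0.168) in AT22. In AT22, PRS2 (YER099C) was at −0.76 (z-score −2.51), past the threshold on the lower side, and PRS4 (YBL068W) at −0.54 (z-score −1.87). PRS2 gave −1.45 and −0.075 on the first and second arrays, so its size rests on the first, and it was below background on some array. With the second array of AT22 and S288C turned, the AT22 ratios were 0.036 (z-score 0.257) for SOL3, 0.46 (z-score 1.23) for SOL4, 0.19 (z-score 0.850) for GND1, 0.27 (z-score 1.53) for GND2, −0.69 (z-score −3.05) for PRS2 and −0.10 (z-score −0.384) for PRS4.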

**Fig. 5:**
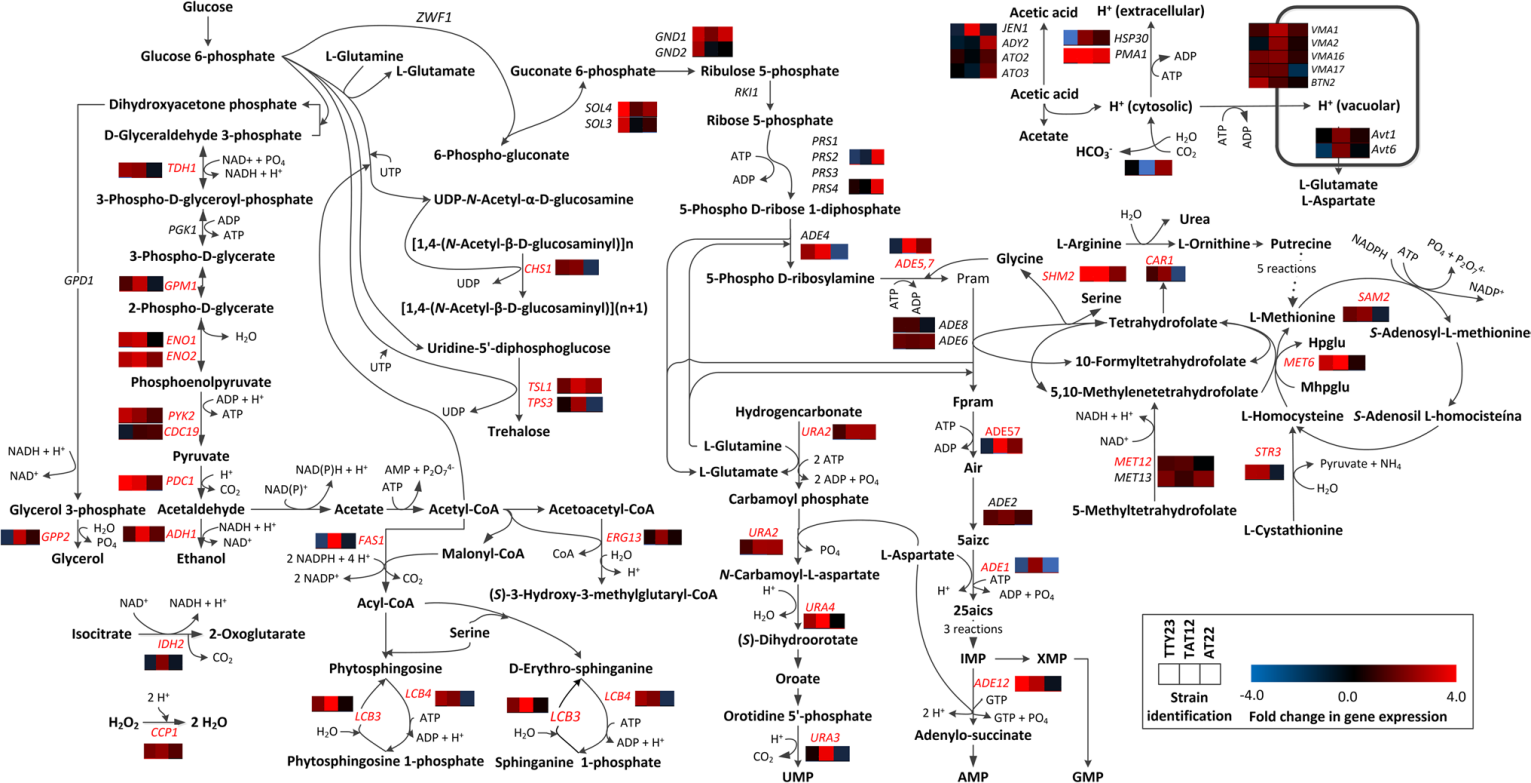
An abstract of changes in expression of important genes associated with metabolic functions related with glycolysis, fermentation, trehalose synthesis, de novo synthesis of nucleotides monophosphate, one carbon cycle, and transport of acetic acid and H^+^. Genes transcribed by the TFs, SKN7, and HSF1 are indicated in red. Abbreviations: 5-phospho-b-D-ribosylamine (Pram), 2-(formamido)-*N*1-(5-phospho-D-ribosyl)acetamidine (Fram), 5-amino-1-(5-phospho-D-ribosyl)imidazole (Air), 5-amino-1-(5-phospho-D-ribosyl)imidazole-4-carboxylate (5aizc), (*S*)-2-[5-amino-1-(5-phospho-D-ribosyl)imidazole-4-carboxamido]succinate (25aics), tetrahydropteroyltri-L-glutamate (Hpglu), and 5-methyltetrahydropteroyltri-L-glutamate (Mhpglu)

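The 7 genes TSL1, TPS3, CHS1, FAS1, ERG13, LCB3 and LCB4 had a median log2 ratio of 0.37 in TAT12 and 0.24 in TTY23, at percentiles 100.0 and 99 among random lists of 7 genes matched on intensity. The paper names them as upregulated in TAT12 and TTY23 on the same arrays, so these ranks are no independent support. In AT22 the median was −0.062, and 0.078 with the second array of AT22 and S288C turned. LCB3 (YJL134W), FAS1 (YKL182W) and CHS1 (YNL192W) passed the threshold in TAT12, with 0.61 (z-score 3.49), 0.69 (z-score 3.11) and 0.37 (z-score 2.09). In AT22, CHS1 passed it on the lower side with −0.63 (z-score −2.48), and was at −0.13 (z-score −0.852) with the array turned. CHS1 lost the call in TAT12 in least squares over the loop of comparisons, which gave a z-score of −0.124. In TTY23 none of the 7 genes passed it, the highest being LCB4 with 0.42 (z-score 1.87), and TPS3 was at −0.019 (z-score −0.130). All but TSL1 were below background on some array.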

Genes encoding enzymes of key reactions for the biosynthesis of trehalose (*TSL1* and *TPS3*), chitin (*CHS1*), Acyl-CoA (*FAS1*), mevalonate precursor HMG-CoA (*ERG13*), long-chain sphingolipids (*LCB3* and *LCB4*) were upregulated in TAT12 and in TTY23. Likewise, the expression of essential genes involved in the novo biosynthesis of purines and pyrimidines only increased in TAT12 (*ADE4*, *ADE57*, *URA2*, *ADE1*, *URA4*, *URA3*, and *ADE12*). 

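All 7 genes were above 0 in TAT12, with a median log2 ratio of 0.27 (percentile 99.2 among random lists of 7 genes matched on intensity). The paper names them as rising only in TAT12 on the same arrays, so this rank is no independent support. URA4 (YLR420W) passed the threshold with 1.20 (z-score 2.06) and 1.34 and 1.06 on the 2 arrays. The others ranged from 0.089 for URA3 to 0.34 for ADE5,7, written ADE57 in the text. In TTY23 the median was 0.15 (percentile 89.9), and in AT22 −0.10 (percentile 17.1), or 0.20 (percentile 98.8) with the second array of AT22 and S288C turned. Apart from URA4, the genes were below background on some array.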

The biosynthesis of purines and pyrimidines is associated with the synthesis of serine and glycine, as well as with folate and one-carbon metabolism. 

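MET6 (YER091C) passed the threshold in both TTY23, with a log2 ratio of 0.70 (z-score 2.39), and TAT12, with 0.83 (z-score 2.26), and kept its sign on every spot. MET12 was at 0.17 in TTY23 and 0.18 in TAT12, MET13 at 0.041 and 0.12, SAM2 at −0.062 and 0.19, and STR3 at 0.086 and 0.21, with all absolute z-scores below 1. Together with SHM2, these genes had a median of 0.13 in TTY23 and 0.20 in TAT12.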

Some genes of these metabolic processes were overexpressed in TTY23 and TAT12 (i.e., *SHM2*, *MET12*, *MET13*, *MET6*, *SAM2*, and *STR3*).

The regulation of intracellular pH in *S. cerevisiae* in the presence of acetic acid broadly depends on transporters of the monocarboxylic acid and H^+^ (de Kok et al. 2012). 

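JEN1 (YKL217W) had a log2 ratio of 0.47 (z-score 1.72) in TAT12, 0.44 (z-score 1.67) in TTY23 and 0.0012 (z-score 0.166) in AT22. ADY2 (YCR010C) was at 0.19 (z-score 0.838) in AT22, with 0.41 and −0.034 on the first and second arrays, and at −0.068 in TTY23 and −0.088 in TAT12. ATO2 (YNR002C) was at 0.077 (z-score 0.426) in AT22, −0.018 in TTY23 and 0.067 in TAT12. None passed the threshold. With the second array of AT22 and S288C turned, the AT22 ratios were 0.22 (z-score 1.08) for JEN1, 0.22 (z-score 1.03) for ADY2 and 0.048 (z-score 0.548) for ATO2.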

Expression of the monocarboxylate/H^+^ symporter JEN1 increased in strain TAT12, meanwhile the acetate transporter ADY2 and its paralog ATO2, which also transports ammonium, were only overexpressed in AT22. *JEN1* was also mutated in TAT12 (Table 3). 

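PMA1 (YGL008C) had a log2 ratio to S288C of 0.42 (z-score 1.68) in TTY23, 0.19 (z-score 0.781) in AT22 and 0.77 (z-score 2.06) in TAT12, where it passed the threshold. On the first and second arrays it gave 0.88 and −0.046 in TTY23 and 1.37 and 0.16 in TAT12. HSP30 in AT22 was at 0.17 (z-score 0.840). With the second array of AT22 and S288C turned, PMA1 was at −0.16 (z-score −0.543) and HSP30 at −0.14 (z-score −0.526) in AT22, both below 0.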

The plasma membrane H^+^-ATPase PMA1 was upregulated in all evolved strains, whereas the transcription of its negative regulator, *HSP30* increased in TAT12 and AT22, but decreased in TTY23. Additionally, mediated transcription of this H^+^ pump occurs via RAP1 and GCR1 in the presence of glucose (Rao et al. 1993). *GCR1* was downregulated in all evolved strains and *RAP1* expression augmented in TTY23. 

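GCR1 (YPL075W) had a log2 ratio of 0.00021 (z-score −0.0932) in TTY23, −0.022 (z-score 0.00489) in AT22 and −0.15 (z-score −0.535) in TAT12. In AT22 it was at 0.25 and −0.30 on the first and second arrays, and at 0.28 (z-score 0.814) once the second was turned. RAP1 (YNL216W) in TTY23 was at −0.073 (z-score −0.302), with 0.31 and −0.45 on the arrays.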

The carbonic anhydrase NCE103 that converts CO_2_ and H_2_O to HCO_3_^−^ and H^+^ decreased its mRNA levels in TAT12, while it increased in AT22. 

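NCE103 (YNL036W) in TAT12 had a log2 ratio of −0.84 (z-score −3.92), with −0.94 and −0.74 on the 2 arrays. This was the lowest z-score in TAT12 among the genes the paper names, although its signal was not above background in both dyes of both arrays. It also passed −2 in TTY23, with −0.42 (z-score −2.34) and −0.90 and 0.071 on the arrays. In AT22 it was at 0.38 (z-score 1.42), with 0.056 and 0.71 on the arrays, and changed sign to −0.33 (z-score −1.60) with the second array of AT22 and S288C turned.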

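VMA1 (YDL185W) in TAT12 had a log2 ratio of 0.46 (z-score 2.11), past the threshold, with 1.21 and −0.30 on the first and second arrays, so its sign rests on the first. VMA2 (YBR127C) was at 0.46 (z-score 1.54), above 0 on both arrays. CMA15 and VMA17 were not analysed here.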

All these signals of internal acidification of TAT12 also corresponded with an increase in the transcripts of key genes involved in the formation of the vacuolar H^+^-ATPase (*VMA1*, *VMA2*, *CMA15*, and *VMA17*). 

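In TAT12, AVT1 (YJR001W) had a log2 ratio of 0.24 (z-score 0.949) and AVT6 (YER119C) 0.28 (z-score 1.27). Both were above 0 on each array and below background on some of them, and neither passed the threshold.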

The L-glutamate and L-aspartate vacuolar transporters AVT1 and AVT6 were overexpressed in TAT12. Proper functionality of V-ATPase is required for vacuolar acidification, which is the key for cellular protein turnover (Kane 2006).

Minor vacuolar fragmentation under optimal ancestral growth conditions occurred in all evolved strains. The V-ATPase is a major regulator of cellular homeostasis (Kane 2006). In conjunction with PMA1, the V-ATPase controls vacuolar acidification and cytosolic pH, which are essential for vacuolar and mitochondrial functions, such as degradation of improperly folded proteins accumulated during thermal and acidic stresses (Carmelo et al. 1996; Kane 2006). Overexpression of key genes associated with vacuole, like *VMA1/2* and *AVT1*, can compensate for this organelle functions when unproper acidification occurred (Hughes and Gottschling 2012). A decrement in V-ATPase activity triggers a downregulation of *PMA1* alongside cytosolic acidification, vacuolar alkalinization, reduction of mitochondrial transmembrane potential and vacuolar and mitochondrial fragmentation (Aufschnaiter and Büttner 2019). Whether transcriptional changes and mutations connected vacuolar fragmentation in evolved strains was another aim of this study.

In the Figs. 6 A and B, it can be seen that the distribution of vacuolar lobes in the S288C strain population of 257 cells is skewed right with a pondered mean of 2.13 ± 0.17 lobes per cell and a maximum of 4 lobes (*P* value < 0.24). The strains TTY23, AT22, and TAT12 show a symmetrical distribution histogram with means of 3.4 ± 0.19, 3.54 ± 0.25, and 3.44 ± 0.13, and respective maximum lobes per cells of 6 (*P* value < 0.004), 7 (*P* value < 0.015), and 7 (*P* value < 0.006). The number of individuals analyzed in these populations totaled 311, 373, and 332 cells for TTY23, AT22, and TAT12, respectively. These results show a slight vacuolar fragmentation in evolved strains compared to their parental S288C. Additionally, a larger mitochondrial network across cells of S288C compared to the evolved strains was also observed (Fig. 6D).

**Fig. 6:**
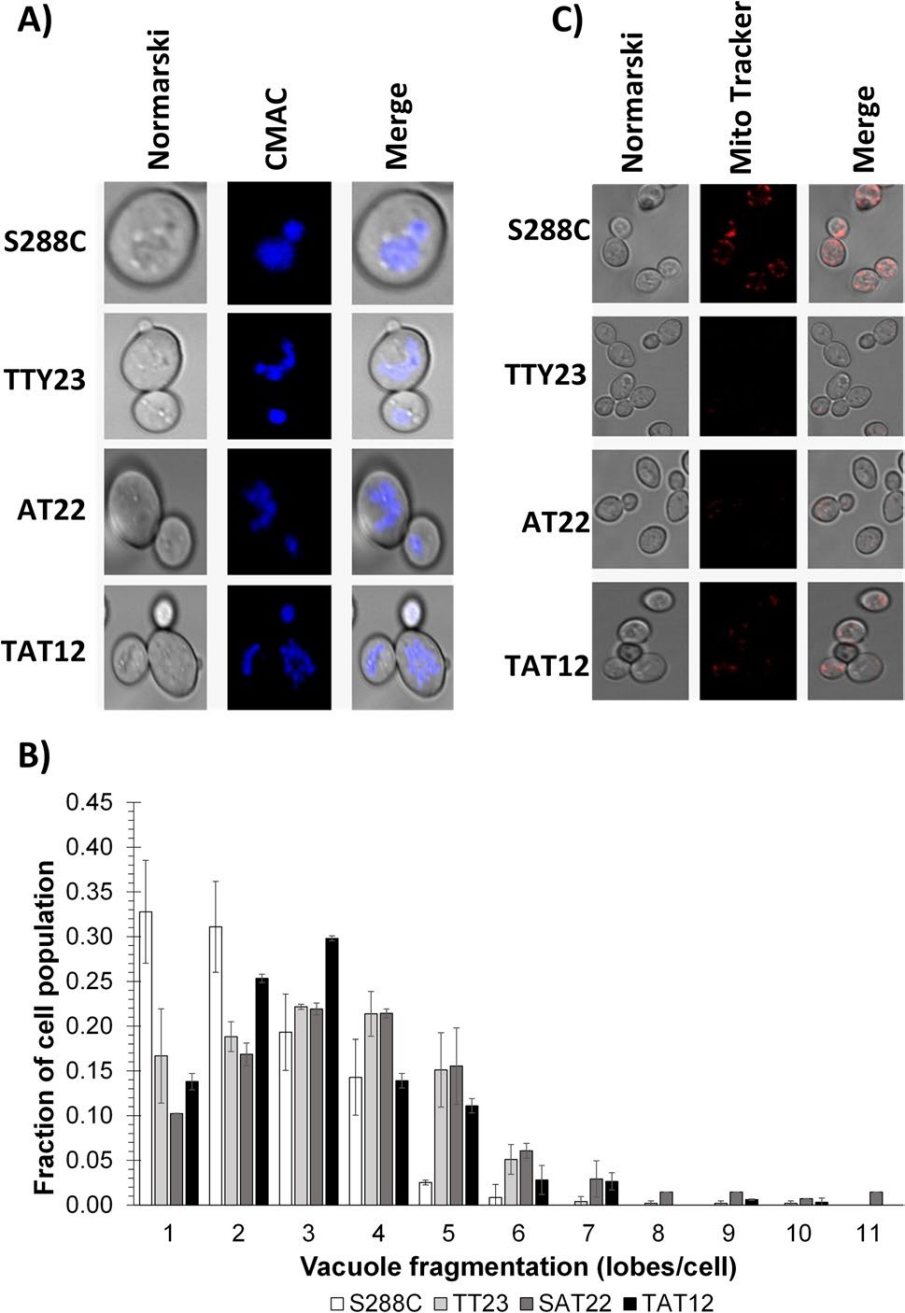
Vacuolar fragmentation in yeast cells sampled during the middle exponential phase of cultivations in minimal media at 30 °C, pH 5.5, and 30 °C

## Discussion

### Evolved yeast strains expanded their thermoacidic profile

The strains evolved in acetic acid and low pH (AT22), supraoptimal temperature of 39 °C (TTY23), and both conditions (TAT12) thrived at a pH ~2.8 and at 39 °C. At this temperature, the parental S288C strain did not grow at pH below 3.3 (Fig. 1A). Similarly, the thermal death of a wine yeast strain IGC 4072 was observed at a pH ~3.3 and at ~38–39 °C (Pinto et al. 1989). Under 30 °C and anaerobic conditions, the strain CBS 8066 stopped growing at a pH below ~2.5 (Taherzadeh et al. 1997). In the presence of 1 g/L acetic acid, the thermal death of strain IGC 4072 was observed at ~37 °C and pH 3.3 (Pinto et al. 1989), 2 °C lower compared to the case without acetic acid. Increasing the concentration of acetic acid to 4 g/L and keeping the pH at 3.3 required to lower the temperature below 30 °C to allow yeast growth (Pinto et al. 1989; Taherzadeh et al. 1997). Likewise, in this work we observed that strain S288C, as well as the thermotolerant TTY23 did not thrive in 2 g/L acetic acid (32.7 mM undissociated acid), pH 3.3 and 39 °C, which were conditions that the AT22 and TAT12 strains were able to tolerate. Yet, the specific growth rate of TAT12 was five times higher than that observed in AT22 (Fig. 1B). Interestingly, when a similar concentration of undissociated acid was introduced (36.6 mM–14 g/L acetic acid at pH 5.5) all strains, including S288C, grew at 30°C. However, TAT12 accumulated 8.4, 1.76, and 1.22 times more biomass than the S288C, TTY23, and AT22 strains, respectively (Fig. 1C). TAT12 was also the only strain which grew with 3 g/L of acetic acid (48 mM undissociated acid), pH 3.3, and 37 °C (Salas-Navarrete et al. 2022). Under similar conditions, strain IGC 4072 required temperatures below 36 °C to grow (Pinto et al. 1989). Overall, the results from this and other studies suggest that the evolved strains AT22, TTY23, and TAT12 expanded their thermo-acidic profiles.

The whole genome sequence of evolved strains revealed mutations in key genes associated with TFs and nutrient availability

With a quality score Q34, we found that strains AT12, TTY23, and TAT12 respectively evolved over ~925, ~1097, and ~1912 generations and accumulated 194, 244, and 488 potential mutations. Overall, these mutations targeted 844 different genes. On average, these evolved strains accumulated ~2 SNVs per 100 generations. In a long-term laboratory evolution approach achieved in rich medium and optimal temperature (30 °C), Fisher et al. (2018) observed 2320 mutated genes among 64 sequenced strains evolved from W303. On average, these strains accumulated 91 mutations (maximum of 138 and minimum of 41) over ~4000 generations, which is equivalent to ~0.035–0.23 SNVs per 100 generations (Fisher et al. 2018). Comparatively, this result is one magnitude lower than the mutational ratio calculated in this work. However, we decided to keep Q34 (*P* = 0.0004) in our analysis since the sequence analysis of the S288C strain used here was comparable to that reported in yeastgenome.org, as only two mutations were detected. Our results suggest that in harmful conditions yeast may accumulate mutations faster than over optimal or mild conditions. This has been also noted in other studies with short-term evolution, although lower rates than the observed in this work have also been reported (Dettman et al. 2012).

To gain further understanding on molecular responses of evolved strains, we analyzed mutated TFs on their association with DEGs using YeTFaSCo (De Boer and Hughes 2012) (Supplemental Table S4). In the TTY23 strain, 55.95% and 32.34% of upregulated genes were potentially associated to the TFs SFP1 (split finger protein) and YRR1 (yeast reveromycin-A resistant) –*P* = 1.6 × 10^−6^ and *P* = 2.0 × 10^−3^. These regulate transcription of genes related to ribosomal and nutrients availability, as well as genes involved in multidrug resistance and oxidative stress response (Marion et al. 2004; Le Crom et al. 2002). In AT22, the TF BAS1 potentially regulates the expression of 47.16% of upregulated genes (*P* = 1 × 10^−3^), which participate in the histidine, purine, and pyrimidine biosynthetic pathways, and in the control of cellular ATP levels (Daignan-Fornier and Fink 1992; Takaine et al. 2022). In TAT12, the TFs HFI1 (histone H2A functional interactor), HSF1, and SKN7 potentially regulate the overexpression of 25.61%, 18.1%, and 21.9% genes (*P* = 2 × 10^−5^, 1 × 10^−5^, and 3 × 10^−5^), respectively. HFI1 is an adaptor protein for the histone acetyltransferase-coactivator complex that participates in global regulation of gene expression, including the heat-shock genes (Horiuchi et al. 1997). SKN7 recognizes 21 DNA motifs that regulate transcription from RNA polymerase II promoter in response to oxidative, heat-shock, and osmotic stress (Raitt et al. 2000). These motifs are different to those recognized by HSF1 (Raitt et al. 2000). Therefore, SKN7 is required for a proper cellular stress response, since mutants in this gene do not display a regular activation of heat-shock proteins HSP12, HSP26, and HSP104 through the motif GAAnnTTC (Raitt et al. 2000). Moreover, these HSPs were overexpressed in TAT12 (Fig. 3). 

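Of these heat-shock proteins, HSP12 (YFL014W) had a log2 ratio of 0.076 (z-score −0.126) in TAT12, with 0.55 and −0.39 on the first and second arrays. Its z-score lies below 0 because its ratio was below the mean of the genes nearest in intensity.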

Remarkably, the overexpression of genes associated to key metabolic functions to keep energy pools in TAT12 was associated to SKN7 (Fig. 5).

### Transcriptomics showed that evolved strains progressed to regulate internal pH and nutrient and energy availability

Regarding DEGs observed in all evolved strains compared with the parental S288C, all cultivated under optimal conditions, it is not surprising that *PMA1* was upregulated, as its ectopic expression enhanced yeasts tolerant to weak-acids, ROS and ethanol (Lee et al. 2017). *ENO2* overexpression is interesting, as it is most abundant in yeasts, and it encoded protein catalyzes the first common step of glycolysis and gluconeogenesis (Ho et al. 2018). OLA1 (obg-like ATPase) and EF2 (initiation factor 2) regulate translation rate upon acute heat-shock stress (Dannenmaier et al. 2021). EF2 forms a ternary complex with GTP and the initiator methionyl-tRNA, mediating ribosomal recruitment (Justice et al. 1998). Moreover, limiting the formation of this complex is a key mechanism for triggering the integrated stress response (ISR) as, in human cells, it decreases global translation in response to stress (Chen et al. 2015). OLA1 is a member of an ancient family of GTPases that regulates EF2 by hydrolyzing its attached GTP. This mechanism saves cellular energy and reprograms translation to maintain ATP pools which help to deal with stress responses (Chen et al. 2015). Regulation of ATP levels may also target genes involved in one-carbon metabolism and de-novo synthesis of nucleotides, like SHM2 and SAM1. Interestingly, these genes are under the control of the TF BAS1 (overexpressed/mutated in AT22), which regulates cellular ATP levels to prevent protein aggregation (Takaine et al. 2022)*.* These levels can be controlled via de novo synthesis of adenine nucleotides. 

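BAS1 (YKR099W) had a log2 ratio of 0.30 (z-score 1.37) in AT22, with 0.18 and 0.41 on the 2 arrays, and −0.12 (z-score −0.679) with the second array of AT22 and S288C turned. In TTY23 it was at 0.16 (z-score 0.758) and in TAT12 at 0.077 (z-score 0.281).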

Remarkably, various genes from this pathway were overexpressed in TAT12 and potentially regulated by SKN7 and HSF1 (Fig. 5).

Internal pH, which affects all cellular functions, is mainly regulated through cell metabolism and proton export and translocation into cellular compartments (Orij et al. 2011). Taking this into consideration, the role of glucose signaling genes in intracellular pH regulation upon a glucose pulse was analyzed by Isom et al. (2018). They observed that mutants in genes *GRP1*, *GPA2*, *RGT2*, *SNF3*, *RGT1*, *ELM1*, *REG1*, *MIG1*, and *HXK2*, involved in SNF1/4 and RAS/cAMP/PKA sugar-signaling pathways, helped yeast to recover neutral pH after a pulse of glucose, whereas mutations in *RAS2*, *SNF1*, *TPK2*, and *PDE2* increased cytosolic acidification (Isom et al. 2018). The overactivation of these pathways also stimulated acetic acid resistance (Fernandes et al. 2005). However, experimental evidence showed that RAS2 had a negative influence on cell viability in the presence of acetic acid (Lastauskienė and Čitavičius 2008). Also, the overactivation of the RAS/cAMP/PKA pathway can cause retrograde response and cell death (Leadsham and Gourlay 2010). Furthermore, a decreased expression of *RAS2*, *TPK1*, and *TPK3* has been shown to reduce ROS accumulation and cellular inactivation (Dimster-Denk et al. 1995; Leadsham and Gourlay 2010). Interestingly, mutations in key gene-coding regulators of the Ras-cAMP-PKA pathway, including *IRA1*, *IRA2*, *CYR1*, and *BCY1*, were found in a strain tolerant to supraoptimal temperatures (Parts et al. 2011). In this study we found that TAT12 was the only strain with mutations in genes associated with glucose-signaling pathways, including *RAS2*, *GPA2*, *ACS1*, *REG1*, and *IRA2* (Fig. 4). This strain also increased the expression of negative regulators (*GPA2*, *ACS1*, and *IRA2*) and decreased the expression of *RAS2*. 

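GPA2 (YER020W) in TAT12 had a log2 ratio of 0.28 (z-score 1.03), below the threshold, with 0.55 and 0.0050 on the first and second arrays.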

To identify whether these genes were mutated in individuals from populations evolved at 39 °C (thermotolerant population) or acetic acid and low pH (acid-tolerant populations) will require a broader scope sequencing project than the one used here.

Weak-acid stress is well known as a potent fungistatic agent; therefore, the role of potential transporters in resistance has been evaluated (Verduyn et al. 1992). In search of potential targets that counteract weak-acid toxicity, Schüller et al. (2004) found that lacking *MSN2*/*MSN4* did not affect tolerance, as did the absence of *WAR1*. Remarkably, the regulon of this TF is composed by very few elements (De Boer and Hughes 2012; Schüller et al. 2004), including the plasma membrane ATP-binding cassette PDR12, which is a multidrug transporter required for weak-acid resistance (Schüller et al. 2004). 

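PDR12 (YPL058C) had a log2 ratio of −0.015 (z-score −0.361) in TTY23, with −0.36 and 0.33 on the first and second arrays. It was at −0.069 (z-score −0.499) in TAT12 and −0.017 (z-score −0.0944) in AT22 (0.082 (z-score 0.537) with the second array of AT22 and S288C turned). PDR12 was not above background on all arrays.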

The *WAR1* gene was potentially mutated in TAT12 whereas *PDR12* transcription only increased in TTY23. However, TAT12 overexpressed *JEN1* (also mutated), and AT22 overexpressed *ADY2* and its paralog *ATO2*, these three genes encode transporters of acetic acid (de Kok et al. 2012).

This work has shown that the yeast strains tolerant to high temperature (TTY23), acetic acid (AT22), and both of these conditions (TAT12) increased their thermoacidic profiles compared to the parental strain S288C. Thus, a compromise between the tolerance improvement and optimal growth under ideal ancestral conditions can be achieved. However, only the TTY23 strain slightly reduced its growth rate at 30 °C and pH 5.5. Transcriptomics and whole genome analysis showed that some adaptive responses of tolerant yeast strains potentially aimed at H+ and acetic acid transport, the regulation of metabolism and stress responses via RAS/cAMP/PKA signaling pathway and de novo synthesis of nucleotides; and on protein synthesis, folding, and rescue from unfolding. This conclusion is supported by mutations in: *HSF1* and *SKN7*, which are involved in protein folding, energy generation, and carbohydrate metabolism; *BAS1*, which participates in the control of ATP levels; *WAR1*, which is involved in the weak acid response; and *ASC1*, *GPA2*, *RAS2*, and *IRA2* which regulate the RAS/cAMP/PKA signaling pathway.

## Supplementary information

ESM 1

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Adaptive responses of yeast strains tolerant to acidic pH, acetate, and supraoptimal temperature
**Source:** Appl Microbiol Biotechnol. 2023 May 13;107(12):4051–68. doi: 10.1007/s00253-023-12556-7
**Supplement:** Supplementary file 1

Supplementary materials

## Applied Microbiology and Biotechnology

### Adaptive responses of yeast strains tolerant to acidic pH, acetate and supraoptimal temperature

Prisciluis Caheri Salas-Navarrete<sup>1</sup>, Paul Rosas-Santiago<sup>2</sup>, Ramón Suárez-Rodríguez<sup>1</sup>, Alfredo Martínez<sup>3</sup>, Luis Caspeta<sup>3\*</sup>

**Introduction.** In this study, the adaptive responses of the wild-type (WT) strain of *S. cerevisiae* S288C and its thermotolerant TTY23, acid-tolerant AT22, and thermo-acidic-tolerant TAT12 variants, obtained by adaptive laboratory evolution (ALE) experiments, were evaluated in cultivations at optimal (ancestral) conditions (30 °C and pH 5.5, without acetic acid) and thermo-acidic conditions (acidic pH between 2.5 and 5.5, supraoptimal temperature of 39 °C, and concentrations of acetic acid between 0.5 and 14 g/L). Evaluations included judging of changes in gene expression and metabolic responses (consumption of glucose and accumulation of biomass, ethanol, and glycerol) of evolved variants compared with S288C, both assessments in cultivations under optimal conditions. Additionally, it was evaluated the genomic structure, in term of mutations occurred in evolved strains through the ALE experiments. In this supplementary materials section, the reader of the main text of this publication can find additional information which complement data offered in the main text. In the Fig. S1 it can be found the kinetics of biomass accumulation in cultivations of all strains at optimal conditions and the exact point, indicated by an arrow, where the samples for transcriptomic analyses were taken. In the Fig. S2, it can be seen the kinetics of glucose consumption and production of biomass, ethanol, and glycerol observed in all strains cultivated in optimal conditions. The results from the whole genome sequence analysis of all strains, showing changes in one single nucleotide or fragments of DNA are presented in the Table S1. In Table S2 there is an analysis of GO-terms of the mayor cellular functions found in the whole genome sequence analysis. The analysis of changes in gene expression of yeast evolved strains compared to the parental strain S288C can be consulted in the Table S3. Finally, results from the analysis of mutated transcription factors and their associated differential expressed genes using YeTFaSCo is shown in the Table S4. For details on the methodologies to assess these evaluations please refer to the main text.

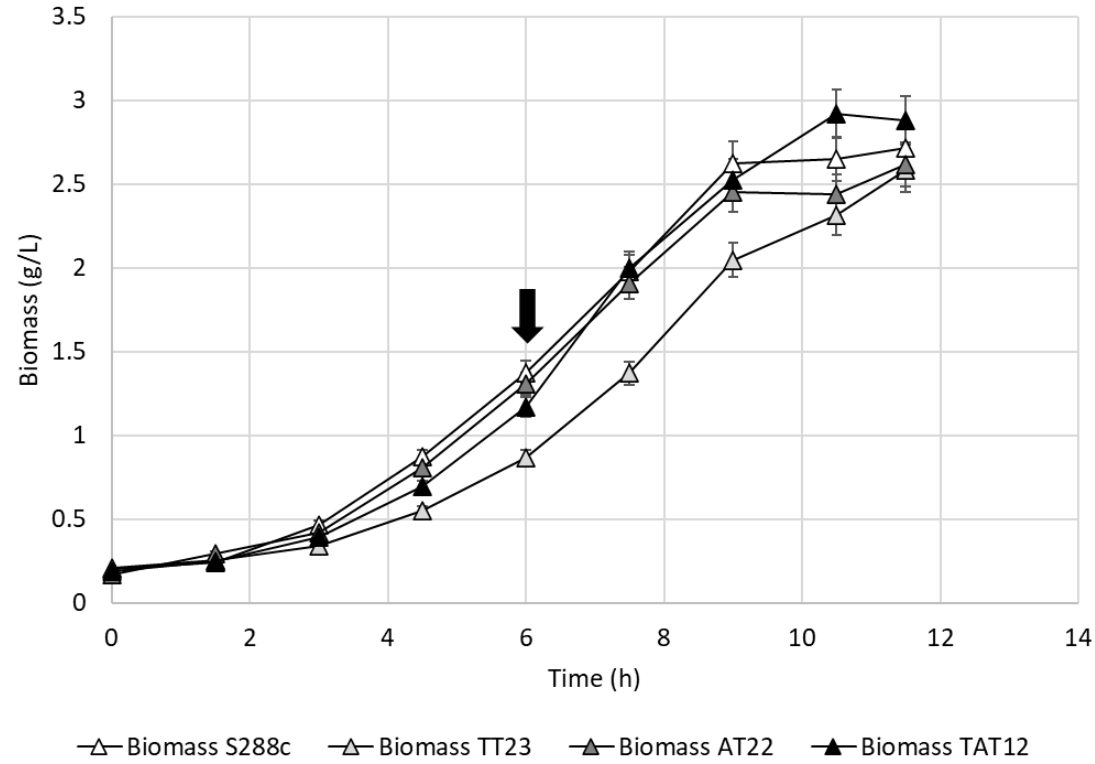

**Fig. S1** Kinetics of biomass accumulation in cultivations of strains S288c, TT23, AT22, and TAT12 in minimal Delt media with 20 g/L glucose at 30°C, pH 5.2 and 250 RPMs. The arrow indicates the time point where samples for transcriptomics analyses were taken.

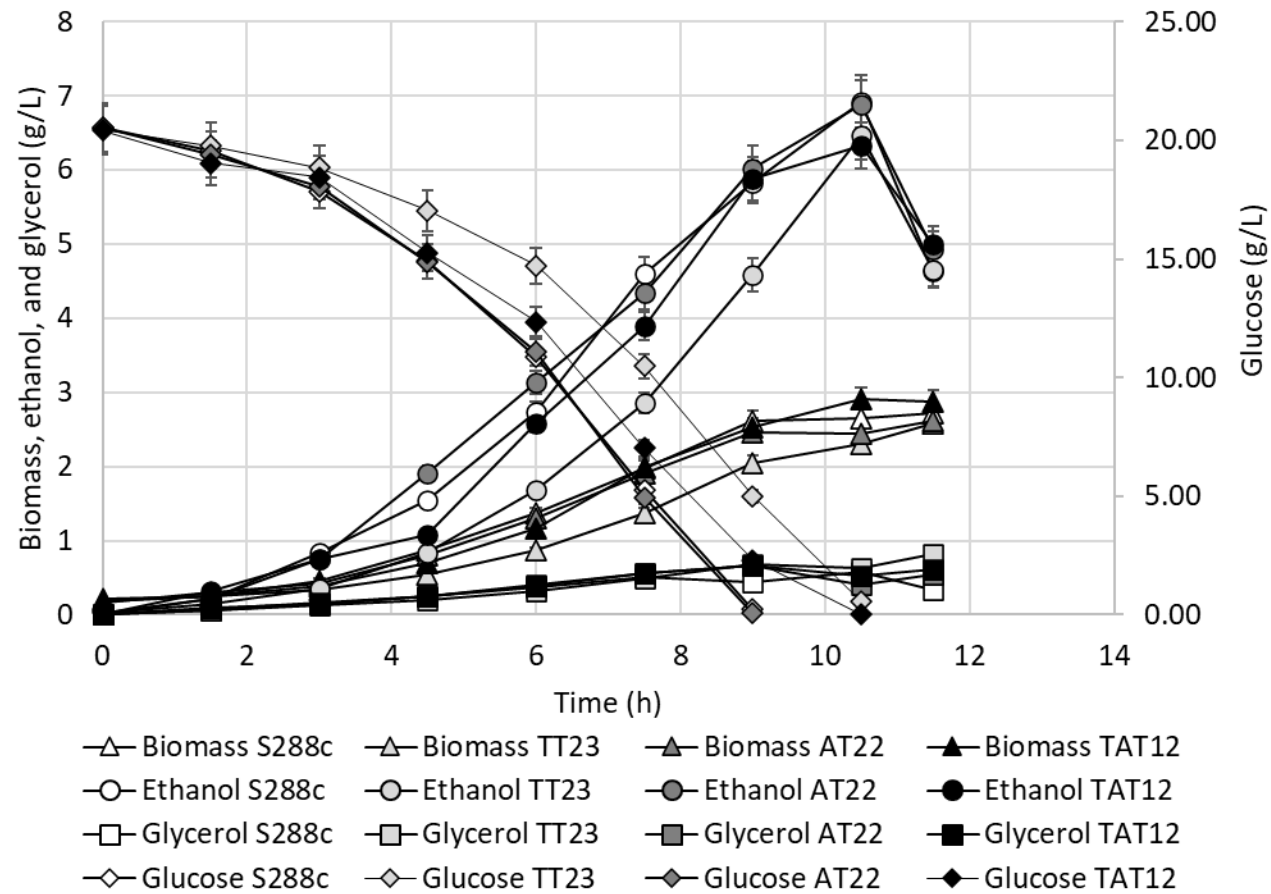

**Fig. S2** Kinetics of biomass, glucose, ethanol, and glycerol concentrations during cultivations of strains S288c, TT23, AT22, and TAT12 in minimal Delt media with 20 g/L glucose at 30°C, pH 5.2 and 250 RPMs.

**Table S1** Results from the whole genome sequence analysis. POS, position where the mutation is found; REF, reference sequence; ALT, alternate sequence; QUAL, quality score.

#### TAT12

[illegible]

**Table S2** GO-terms of the mayor cellular functions found in the whole genome sequence analysis.

**Table S3** Results from the statistical analysis of transcriptomic profiles. Here is shown the genes which were up- or down-regulated in evolved strains compared with the parental S288C.

Genes which expression changed in TAT12 and AT22 evolved strains compared with the parental strain S288C

**Table S4** Results from the analysis of mutated TFs and their association with DEGs using YeTFaSC. “% in user set” refers the percentage of genes which transcription is potentially associated to the TF out of the set provided by the user. “% in scerevisiae” is the percentage of genes associated to this TF out of the total genes in the genome.

How the deposited data were processed for this re-analysis (not part of the article)

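RNA of the strains S288C, TTY23, AT22 and TAT12, from cultures in the middle exponential phase, was compared on 2-colour DNA microarrays. The 4 comparisons (AT22 with S288C, TAT12 with S288C, TAT12 with TTY23 and TAT12 with AT22) were each made as a dye swap on 2 arrays, with the strains and dyes taken from the sample labels. Whether a strain used in several comparisons was extracted once or several times is not stated in the paper's text, so a dye swap counts as 1 replicate and each comparison has n = 1.

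The authors deposited, for each array, the scanner intensity and the local background of every spot in both dyes, as scanned and without normalization, and net intensities, in which the second channel was rescaled in a way not stated and which were not used here. The authors also deposited 1 score per gene for each comparison, a z-score of the log ratio against genes of like intensity, computed with the genArise package over both arrays of the swap (version, background and normalization steps not stated), and the value table of the series holds the same z-scores (largest difference 5.0e-10). The direction of these z-scores was found by setting them against the scanner values, and their medians in the series table were 0.11, 0.0052, −0.029 and −0.10 in the order of the comparisons above. The deposited tables hold no log ratios, so the alternative that uses the authors' values rests on their z-scores, and there is none for TTY23 over S288C. All value columns of the series table were used.

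From the intensities, limma 3.58.1 in R 4.3.3 corrected the background with normexp (offset 50, fitted on all spots) and normalized the log2 ratios within each array by loess, with control spots given no weight. Duplicate spots of a gene were averaged, one array of each swap was turned, and both arrays were averaged. TTY23 over S288C was the difference between TAT12 over S288C and TAT12 over TTY23. The z-score used the mean and SD of the 100 genes nearest in mean intensity, 50 on each side, and the paper's threshold of 2. No p-value was drawn from a z-score. A limma fit (lmFit and eBayes) over the 4 dye-swap means with 3 coefficients left 1 residual degree of freedom per gene, and its p-values were adjusted by the Benjamini-Hochberg method. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

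Of the 6336 genes on the array, 5763 matched a gene of the reference annotation by systematic name, and the file's name was kept for the other 573. The files name no genome build, so no coordinates are given. For 275 genes the probe names several genes, among them ENO1 and ENO2, TDH2 and TDH3, SSA1 and SSA2, EFT1 and EFT2, HSC82 and HSP82, and the YRF1 family. Their values cannot be separated.

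The 18 gene lists were copied from the paper's text, figures and Table S3 before the data were examined. Where the paper chose the genes for their change on the same arrays, the rank of a list is no independent support. A list's median was set against those of 10000 random lists of the same size matched on mean intensity in 20 bins. The genes named are those that the paper names in its transcriptional results and discussion and, per comparison, the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold, with the same sign on every spot and above background in both dyes of both arrays. The 132 statements on single genes and strains were copied by hand once the files were held and before any gene's value had been looked at. SNF1, SNF4, TOS3 and ELM1 were assigned to TAT12 from the paragraph in which they stand. ACS1 was counted as the paper writes it, although ASC1 may be meant. Table S3 was read only in part for some groups of strains, so no overlap or set test was run on it. The genes behind the cytoplasmic translation category of Table S2, and CMA15 and VMA17, were not analysed here.

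Unchanged strains were simulated 200 times to give the overlap that the shared samples produce. The noise was the difference between the turned arrays of a swap, divided by 2, which also holds any difference between the dyes. For AT22 and S288C it would hold the strains if the direction of the second array were opposite to the labels, so the simulation was also run with the noise of that swap taken in the turned direction, which was added after the data were seen. Each step was tested on simulated data with 200 genes changed by 1 on the log2 scale. For this size of change the z-score recovered 85% of them in AT22 with S288C, 90.5% in TAT12 with S288C, 99.5% in TAT12 with TTY23 and 95.5% in TAT12 with AT22, and the limma fit recovered 71% in TAT12 with S288C.

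Alternatives set before the data were examined covered the background correction, the normalization, a filter on dim spots, each array of a swap alone, least squares over the loop of comparisons, the authors' z-scores, the spread behind the z-score, the threshold, the average of the spots and the members of the glycolysis list. The cut-off for dim spots, the 95th percentile of the empty spots, was chosen after the signals were seen. Turning the second array of AT22 and S288C, and counting shared genes in either direction, were added after the data were seen.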

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

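The paper reports no values for TAT12 relative to TTY23, and a signal above the control was seen on those arrays. The tests of the difference between the dyes were written after the correlations had been seen, and the split of the test of dim spots was made after its table had been seen.

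On the arrays of TAT12 and TTY23, 317 genes passed an absolute z-score of 2 with the same sign on both arrays, against 267 in the control, the difference between both arrays divided by 2, in which the strains cancel. The same count for TAT12 and AT22, which the paper does not report either, was 236, 0.819 times its control, while 317 is 1.19 times its own. For TAT12 and S288C the ratio was 0.934. For AT22 and S288C, whose arrays did not agree (r = −0.030), it was 1.31 as labelled (276 against 211) and 0.764 with the second array turned, so whether 1.19 is the highest of the 4 swaps rests on the direction of that array. The control also holds any difference between the dyes, and no spread between replicates is known, so whether 317 exceeds it by more than chance was not tested. The scaling of the z-score to the spread of each comparison is a technical explanation for the level of both counts, since the number of called genes, whatever their signs on the arrays, was at most 1.20 times that in the control in the 3 comparisons other than AT22 and S288C. It leaves the excess in TAT12 and TTY23 open. Among the 25% of genes with the highest intensity, both arrays of this swap correlated with r = 0.48, the highest of the 4 swaps. A difference in expression between the strains stays open as the biological explanation.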

How the results depend on the processing

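Turning the second array of AT22 and S288C and counting shared genes in either direction were chosen after the data were seen, and all other alternatives before the data were examined. No paired analysis was possible because each comparison has 1 replicate.

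The number of differentially expressed genes stayed within 1.5 times the main one in each comparison under plain subtraction, no background correction, print-tip loess, median centring, either array alone, least squares over the loop, the SD of all genes, the median of the spots, the same sign on both arrays and, for the comparisons they cover, the authors' z-scores. In the order TTY23, AT22 and TAT12 over S288C, TAT12 over TTY23 and TAT12 over AT22, the numbers were 327, 293, 320, 349 and 271 at first. They became 139, 178, 138, 226 and 114 with only the spots above background, where fewer genes were tested (2936 in TTY23), 840, 724, 825, 799 and 727 past an absolute z-score of 1.5, 1915, 1853, 1953, 1837 and 1904 past 1, and 25, 19, 45, 13 and 5 at a fold change of at least 2. These follow from the thresholds. The limma fit called 0 genes in every strain, also under the alternatives run with it, which were plain subtraction, print-tip loess, median centring, spots above background, 8 arrays with a dye term and the array turned, with 16 to 1230 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0520, in AT22 with the array turned.

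The share of over expressed among the called genes moved by more than 10 points. In AT22 it was 11.6%, but 25.9% under print-tip loess, 23.0% for spots above background, 22.1% for the authors' z-scores, 32.2% in least squares over the loop, 37.9% on the second array alone, 29.8% with that array turned, 28.9% and 46.8% past absolute z-scores of 1.5 and 1, and 0% at a fold change of at least 2. In TAT12 it was 61.6%, but 74.3% with no background correction, 45.5% on the first and 78.6% on the second array alone, 49.3% past 1 and 86.7% at a fold change of at least 2. In TTY23 it was 58.1%, but 37.6% with the SD of all genes and 36% at a fold change of at least 2. For TAT12 over TTY23 it went from 55.9% to 38.0% and 75%, and for TAT12 over AT22 from 79.0% to 34.8% and 75.2%, on the first and second arrays alone. At a fold change of at least 2 they were 92.3% and 100%, and TAT12 over AT22 had 63.3% past 1.5 and 51.8% past 1. The cause was not tested.

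The genes shared in the same direction by TTY23 and TAT12, AT22 and TAT12, TTY23 and AT22, and all 3 strains numbered 120, 1, 6 and 1. They were 41, 0, 2 and 1 for spots above background, 54, 57, 40 and 31 in least squares over the loop, 354, 16, 29 and 10 past an absolute z-score of 1.5, 980, 101, 95 and 94 past 1 and 8, 0, 0 and 0 at a fold change of at least 2. They were 95, 28, 4 and 3 on the first and 101, 0, 2 and 0 on the second array alone, 100, 5, 6 and 2 under plain subtraction, 114, 3, 5 and 2 under print-tip loess, 141, 9, 6 and 6 with the SD of all genes, 92, 1, 6 and 0 with no background correction, 104, 1, 8 and 0 under median centring and 113, 14, 11 and 8 with the array turned. Counted in either direction, and only where the third strain was not called, they were 92, 17, 16 and 29. Least squares ties the 3 strains to the same arrays, and the other causes were not tested.

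The ratio of TAT12 over S288C measured directly correlated with that through AT22 with r = −0.16, −0.23 under median centring, −0.13 under plain subtraction, −0.090 for spots above background and −0.12 for the authors' z-scores. It reversed to 0.23 with the array turned.

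The share of the chaperones over expressed in TAT12 was 46.2%, 15.4% on the second array alone, 23.1% on the first, by the authors' z-scores and at a fold change of at least 2, 30.8% with no background correction and 76.9% past a z-score of 1. For the ribosomal proteins it was 3.23% in TTY23, 0% for spots above background, on the second array alone, in least squares over the loop, at a fold change of at least 2 and with the median of the spots, and 29.0% past 1. In TAT12 it was 3.23%, 0% under print-tip loess, 19.4% past 1.5 and 48.4% past 1. For glycolysis it was 0% in TTY23, 21.1% on the first array alone and 26.3% past 1, and 10.5% in TAT12, 0% by the authors' z-scores and 47.4% past 1. Leaving GPM2 and GPM3 out of the list changed none of these calls.

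With the array turned, the medians of 11 of the 18 lists changed sign in AT22, 1 of them among the 3 that lay outside the range of random lists, the genes listed as over expressed in all strains, at −0.039. The medians of the ribosomal proteins (−0.16), glycolysis (−0.33, and −0.34 without GPM2 and GPM3) and purines and pyrimidines (0.20) lay outside it only with the array turned. Medians outside that range also changed sign under other alternatives. In TTY23 that of the ribosomal proteins became −0.022 on the second array alone, and that of glycolysis −0.12 there and −0.084 under median centring. In AT22 that of the unfolded protein response became 0.026 under print-tip loess, 0.16 on the second array alone and 0.040 in least squares over the loop. The median of chromosome IX in TAT12 over AT22 became 0.023 on the first array alone. Among single genes the z-score became −0.249 for YRF1-5 in TTY23, −0.0732 for SNF1 and −0.986 for VMA1 in TAT12 on the second array alone, −0.514 for ACS1 on the first, and −0.124 for CHS1 in least squares. Least squares was run only with the labelled direction of the second array of AT22 and S288C. The cause was not tested. Of the 133 named values, 128 stayed called with the same sign or stayed uncalled under median centring, 125 under print-tip loess and 123 under plain subtraction. The number was 113 on the second array alone, 112 on the first alone and 111 with the SD of all genes, the lowest of the alternatives that hold all 133.

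Dim genes are limited by the signal over background, which was lowest at 1.22 in Alexa647 on the first array of TAT12 and S288C.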

Differences from the paper's values

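The paper reports over 1500 differentially expressed genes in each strain and almost 1700 in TAT12. The numbers here were 327 in TTY23, 293 in AT22 and 320 in TAT12. Of the alternatives set before the data were examined, an absolute z-score above 1 gave values within 1.5 times the paper's, with 1915, 1853 and 1953, and none of the others did. The authors' deposited tables at a z-score of 1, a combination chosen after seeing the values, hold 1703 genes for AT22 and 1841 for TAT12. The paper's methods give a threshold of 2.

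The paper's numbers of shared genes are 370 for TTY23 and TAT12, 122 for AT22 and TAT12, 176 for TTY23 and AT22, and 44 for all 3. Those here, counted in the same direction, were 120, 1, 6 and 1. An absolute z-score above 1.5 gave 354 for TTY23 and TAT12, one above 1 gave 101 for AT22 and TAT12, and least squares over the loop gave 31 for all 3, all within 1.5 times the paper's. No alternative did so for TTY23 and AT22 in the same direction. Counted in either direction where the third strain was not called, a combination chosen after seeing the values, an absolute z-score above 1 gave 234 for TTY23 and AT22, within 1.5 times, 268 for AT22 and TAT12 and 701 for TTY23 and TAT12. Table S3 lists 21 over expressed and 13 down expressed genes for the 3 strains together. For genes in 1 strain alone the paper reports 1066 in TTY23, 1273 in AT22 and 1267 in TAT12, against 190, 231 and 182 here. An absolute z-score above 1 gave 958 for AT22, within 1.5 times, and no alternative did so for TTY23 and TAT12.

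The paper's shares of glycolysis genes over expressed are 44% in TTY23, 28% in AT22 and 62% in TAT12, against 0%, 0% and 10.5% here over 19 genes. A z-score above 1 gave 47.4% in TAT12, within 1.5 times, and no alternative did so for TTY23 and AT22.

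In the paper TAT12 had the largest number of differentially expressed genes, whereas here TTY23 had more. TAT12 had the most with no background correction (323 against 322 in TTY23), under print-tip loess (323 against 307), with the SD of all genes (374 against 322), past an absolute z-score of 1 and at a fold change of at least 2 (45 against 25), and TTY23 had more than TAT12 under the other alternatives that hold TTY23. Of the 132 statements that a named gene rose or fell in a strain, 117 had the sign stated, 25 with a z-score past 2 and 77 past 1. In TAT12 71 of 72 had it, in TTY23 30 of 38 and in AT22 16 of 22, or 10 with the second array of AT22 and S288C turned. The sign stated was present on both arrays for 78 of the 132, with 50 in TAT12, 18 in TTY23 and 10 in AT22 as labelled. Of the 90 statements with a z-score in the authors' deposited tables, 88 had the sign stated, 71 passed 1 and 14 passed 2.

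The statements with the opposite sign were these, with AT22 in the direction of the labels. In TTY23 the paper gives GCR1 as lower, and its log2 ratio was 0.00021. It gives higher expression in TTY23 for CDC19 (−0.16), SOL3 (−0.20), GND2 (−0.31), TPS3 (−0.019), SAM2 (−0.062), RAP1 (−0.073) and PDR12 (−0.015). In AT22 it gives higher expression for OLA1 (−0.044), SAM1 (−0.24), SOL3 (−0.011), GND2 (−0.14), PRS2 (−0.76) and PRS4 (−0.54), and in TAT12 for IRA2 (−0.042). PRS2 alone among them passed the threshold, on the lower side. It gave −1.45 and −0.075 on the first and second arrays, so its size rests on the first, and it was below background on some array. With the second array of AT22 and S288C turned, OLA1 (0.00090), SOL3 (0.036) and GND2 (0.27) had the sign stated in AT22. PMA1 (−0.16), ENO2 (−0.32), EFT2 (−0.17), YRF1-5 (−0.039), SHM2 (−0.0096), HSP30 (−0.14), NCE103 (−0.33), BAS1 (−0.12) and GCR1 (0.28) lost it. The paper gives smaller rises in TTY23 than in TAT12 for a group of glycolysis genes, and PYK2 was higher in TTY23 (0.47 against 0.30). The paper gives RAS2 as lower in TAT12 only, and it was at −0.29 in TTY23 and −0.35 in TAT12. JEN1, given as higher in TAT12, was at 0.44 in TTY23 and 0.47 in TAT12.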

Other observations

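The tests of the difference between the dyes and of the order of the channels on the second array of AT22 and S288C were chosen after the correlations had been seen, as were the readings of the tests with that array turned. The rules by which the overlap and chromosome tests were read, the rounding of the simulated ranges to whole numbers, the split of the test of dim spots by comparison, and the test of the size of a chromosome's shift, were set after their tables had been seen.

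Both arrays of a dye swap showed little correlation once turned, from r = −0.17 to 0.13 across genes, although duplicate spots on an array correlated with r = 0.79 to 0.94. A candidate explanation is a difference between the dyes that depends on the gene. It predicts that arrays of different comparisons correlate before turning, and 17 of 18 such pairs did, with a median r of 0.321, leaving out the second array of AT22 and S288C. Of these pairs, 16 share a strain, which adds to r with either sign, and the 2 that share none had r = 0.28 and 0.33. Dim spots may add to it, since among the 25% of genes with the highest intensity r rose by at least 0.207 in the 3 other comparisons. For AT22 and S288C r was −0.370 among those genes against −0.030 over all genes as labelled, and 0.370 against 0.030 with the second array turned, so this comparison decides nothing while the direction of that array is not settled. No biological explanation was tested, since both arrays hold the same strains.

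The second array of AT22 and S288C ran against the other arrays. One hypothesis is that its channels are in the opposite order to the labels with respect to the dyes. Its log ratio before turning correlated with the difference between the dyes on the 6 arrays of the other comparisons with r = −0.617, against 0.38 for the first array of the same swap. After that difference was removed, its ratio of AT22 over S288C correlated with TAT12 over S288C minus TAT12 over AT22 with r = −0.482, against 0.31 for the first array. Exchanged strain names alone would leave the difference between the dyes in place, and an estimate of it from the arrays of TAT12 and TTY23 alone gave r = −0.487, which argues against them. Its background was also higher in Alexa555 (82.5) than in Alexa647 (48.8), as on the second array of TAT12 and TTY23 and unlike the 6 other arrays. If the hypothesis holds, the mean of the swap as labelled cancels the difference between AT22 and S288C and keeps the difference between the dyes. The labelled ratio of AT22 over S288C correlated with the difference between the dyes with r = 0.73, and with r = −0.21 with the array turned. The ratio of AT22 over S288C correlated with that through TAT12 with r = −0.25 as labelled and 0.51 turned. The hypothesis was formed on the arrays that tested it, and the labels were kept.

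A similar number of genes passed the z-score threshold in each comparison, from 271 to 349. A candidate explanation is the scaling of the z-score to the spread of each comparison. It predicts a like number in the difference between both arrays of a swap, and the highest ratio of a comparison to that control was 1.20 in the 3 comparisons other than AT22 and S288C. For AT22 and S288C the difference is itself the ratio with the second array turned, and 293 and 255 genes passed in the 2 contrasts. The number of called genes may therefore say little about how much expression changed in a strain.

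Genes called in several strains may arise by chance overlap given the array noise and the shared S288C sample. Each number below counts genes in the same direction and is set against unchanged strains simulated without and with a deviation of S288C that all comparisons share. As labelled, TTY23 and AT22 shared 6 genes, within both ranges (0 to 6 and 6 to 22). TTY23 and TAT12 shared 120 genes, below the first range (147 to 175) and within the second (114 to 150). AT22 and TAT12 shared 1 gene and all 3 strains 1, within the first ranges (0 to 7 and 1 to 9) and below the second (17 to 38 and 52 to 75). With the second array of AT22 and S288C turned, and the noise of that swap in the same direction, TTY23 and AT22 shared 11 genes and AT22 and TAT12 14, above the first ranges (0 to 6 and 1 to 8) and within the second (5 to 19 and 14 to 33). TTY23 and TAT12 shared 113, below both (144 to 176 and 120 to 152), and all 3 strains 8, within the first (1 to 11) and below the second (47 to 68). Of these, 7 were over expressed, above the first range (0 to 2) and within the second (7 to 21). Chance cannot be told apart from a shared change for these groups, since the direction of the array and the size of the deviation of S288C are not known. In opposite directions, AT22 and TAT12 had 44 genes and TTY23 and AT22 38 as labelled, above both ranges (2 to 11 and 0 to 2, 3 to 13 and 0 to 3). Turned, they had 1, within both ranges (1 to 11 and 0 to 1), and 14, above both (3 to 13 and 0 to 3).

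Chromosomes were tested for the shift that extra or missing copies in 1 strain would give. A pair of a chromosome and a strain (S288C, AT22 or TAT12) passed under these conditions. It went the strain's way on both arrays of every comparison that holds the strain, outside the range of random lists. It did not do so in the comparison without the strain. As labelled, 0 of 48 pairs passed. With the second array of AT22 and S288C turned, 1 pair passed, chromosome XIV in S288C, with medians of 0.030 in AT22 and 0.065 in TAT12. These counts decide little, since small shifts with opposite signs on the 2 arrays cannot pass, whatever parts the arrays. The largest absolute median log2 ratio of all was 0.157, for chromosome I in AT22, which went to −0.0032 with the array turned, where the largest in AT22 was 0.080, for chromosome VIII. 1 more copy in all cells would give 1 on 1 copy, as in a haploid, and 0.58 on 2. All the medians lie below both by more than their spread among random lists, which argues against a whole copy gained or lost, also for chromosome XIV. The cause of its small shift, and copies in part of the cells, were not tested. In TAT12 over AT22 the medians of 13 of 16 chromosomes had opposite signs on the 2 arrays. The number was 9 in TAT12 over TTY23, and 7 in AT22, 7 in TAT12 and 2 in TTY23 over S288C. In TTY23 the medians of 12 of 16 chromosomes lay outside the range of random lists, from −0.096 for chromosome IX to 0.12 for chromosome X.

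The lists not reported with the passages gave these medians of log2 ratio to S288C in TTY23, AT22 and TAT12, with that of AT22 with the array turned in brackets. They were −0.12, 0.17 (−0.035) and 0.46 for the 9 heat shock proteins of Fig. 3; 0.39, 0.15 (−0.042) and 0.90 for the 3 genes of fermentation; −0.12, −0.073 (0.11) and −0.066 for the 6 of the pentose phosphate pathway; −0.018, 0.077 (0.048) and −0.015 for the 9 of acid and H+ transport; 0.17, 0.076 (−0.017) and 0.46 for the 5 of the vacuole; 0.036, 0.16 (−0.12) and 0.077 for the 9 mutated transcription factors; and 0.19, −0.040 (−0.34) and 0.42 for the 17 of glycolysis without GPM2 and GPM3. The count of genes past a z-score of 2 in TAT12 was 3, 1, 0, 1, 1, 0 and 2, in the same order.

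Some single genes stood out. YDL023C had a log2 ratio of 3.14 in TAT12 over S288C (3.17 and 3.10 on the arrays) and of 2.11 in TAT12 over TTY23 (1.91 and 2.31), the largest rise in both. TLD1 rose in the same comparisons, by 1.72 and 1.41. TVP18 was at −2.08 in TAT12 over TTY23, the largest fall there, with −2.08 and −2.09 on the arrays. HXT3, whose probe also names HXT6 and HXT7, and HXT4 had the largest rises in TAT12 over AT22, with 1.16 and 1.16. These genes were named by the rule set before the data were examined, and the largest rises and falls are those among the genes that meet it. No explanation was tested.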
